# Contribution of epigenetic landscapes and transcription factors to X-chromosome reactivation in the inner cell mass

**DOI:** 10.1038/s41467-017-01415-5

**Published:** 2017-11-03

**Authors:** Maud Borensztein, Ikuhiro Okamoto, Laurène Syx, Guillaume Guilbaud, Christel Picard, Katia Ancelin, Rafael Galupa, Patricia Diabangouaya, Nicolas Servant, Emmanuel Barillot, Azim Surani, Mitinori Saitou, Chong-Jian Chen, Konstantinos Anastassiadis, Edith Heard

## Abstract

X-chromosome inactivation is established during early development. In mice, transcriptional repression of the paternal X-chromosome (Xp) and enrichment in epigenetic marks such as H3K27me3 is achieved by the early blastocyst stage. X-chromosome inactivation is then reversed in the inner cell mass. The mechanisms underlying Xp reactivation remain enigmatic. Using in vivo single-cell approaches (allele-specific RNAseq, nascent RNA-fluorescent in situ hybridization and immunofluorescence), we show here that different genes are reactivated at different stages, with more slowly reactivated genes tending to be enriched in H3meK27. We further show that in UTX H3K27 histone demethylase mutant embryos, these genes are even more slowly reactivated, suggesting that these genes carry an epigenetic memory that may be actively lost. On the other hand, expression of rapidly reactivated genes may be driven by transcription factors. Thus, some X-linked genes have minimal epigenetic memory in the inner cell mass, whereas others may require active erasure of chromatin marks.

## Abstract (web summary)

X-chromosome inactivation is reversed in the mouse inner cell mass (ICM) through a mechanism that is not fully understood. Here, the authors investigate this process and characterize the contributions of the epigenetic landscape and transcription factors in X-linked gene reactivation dynamics.

## Introduction

In mammals, dosage compensation is achieved by inactivating one of the two X chromosomes during female embryogenesis^1^. In mice, X-chromosome inactivation (XCI) occurs in two waves. The first wave takes place during pre-implantation development and is imprinted, resulting in preferential inactivation of the paternal X (Xp) chromosome^2^. In the trophectoderm (TE) and the primitive endoderm (PrE), which contribute, respectively, to the placenta and yolk sac, silencing of the Xp is thought to be maintained^3,4^. In contrast, in the epiblast (Epi) precursor cells within the inner cell mass (ICM) of the blastocyst, the Xp is reactivated and a second wave of XCI, this time random, occurs shortly after^5,6^.

Initiation of both imprinted and random XCI requires the Xist long-non-coding RNA that coats the future inactive X (Xi) chromosome in *cis*. The essential role of *Xist* in initiation of imprinted XCI has been recently highlighted in vivo^7,8^. Xist RNA coating is followed by gene silencing, and in previous studies, we have shown that different genes follow very different silencing kinetics^7,9^. Several epigenetic changes take place on the future Xi, including depletion of active chromatin marks (e.g., tri-methylation of histone H3 lysine 4 (H3K4me3), H3 and H4 acetylation), and recruitment of epigenetic modifiers such as polycomb repressive complexes PRC1 and PRC2, that result, respectively, in H2A ubiquitination and di-and tri-methylation of histone H3 lysine 27 (H3K27me3)^10^. The Xi is also enriched for mono-methylation of histone H4 lysine K20, di-methylation of histone H3 lysine K9 and the histone variant macroH2A^5,6,11^. Only during random XCI, in the Epi, does DNA methylation of CpG islands occur to further lock in the silent state of X-linked genes, accounting for the highly stable inactive state of the Xi in the embryo-proper, unlike in the extra-embryonic tissues where the Xp is more labile^12–14^.

Much less is known about how the inactive state of the Xp is reversed in the ICM of the blastocyst. X-chromosome reactivation is associated with loss of Xist coating and repressive epigenetic marks, such as H3K27me3^5,6^. Repression of *Xist* has been linked with pluripotency factors such as Nanog and Prdm14^15,16^. Studies on the reprogramming of somatic cells to induced pluripotency have shown that X-chromosome reactivation required *Xist* repression and that it occurs after pluripotency genes are expressed^17^. However, a previous study proposed that the reactivation of X-linked genes in the ICM operates independently of loss of Xist RNA and H3K27me3 based on nascent RNA-fluorescent in situ hybridization (FISH) and allele-specific reverse-transcribed polymerase chain reaction (RT-PCR) analysis of a few (7) X-linked genes^18^. Therefore, it is still unclear how X-chromosome reactivation in the ICM is achieved and whether it relies on pluripotency factors and/or on loss of epigenetic marks such as H3K27me3. Furthermore, whether loss of H3K27me3 is an active or a passive process has remained an open question. Given the speed of H3K27me3 loss on the Xp from embryonic days 3.5 to 4.5 (E3.5–E4.5, i.e., 1–2 cell cycles), it is possible that active removal of the methylation mark might occur. Genome-wide removal of tri-methylation of H3K27 may be catalysed by the JmjC-domain demethylase proteins: UTX (encoded by the X-linked gene *Kdm6a*), UTY (a Y-linked gene) and JMJD3 (encoded by *Kdm6b*)^19–22^. Diverse roles have been proposed for these demethylases^23–25^. JMJD3 appears to inhibit reprogramming^26^, whereas UTX plays a role in differentiation of the ectoderm and mesoderm^27^ and has been proposed to promote somatic and germ cell epigenetic reprogramming^24^. Interestingly, the *Utx* gene escapes XCI, being transcribed from both the active and inactive X chromosomes in females^28^. This raises the intriguing possibility that Utx might have a female-specific role in reprogramming the Xi in the ICM. *Utx* knockout mouse studies have suggested an important role of Utx during mouse embryogenesis and germ line development, but its exact molecular functions in X-linked gene transcriptional dynamics have not been assessed^21,22,24,29,30^.

In this study, we set out to obtain an in-depth view of the nature of the X-chromosome reactivation process in the ICM in vivo. Here, we define the chromosome-wide timing of X-linked gene reactivation and examine what the underlying mechanisms might be both at the transcription factor and chromatin levels. This work points to distinct mechanisms at play for the reactivation of X-linked genes in the ICM, with broad implications for our understanding of epigenetic reprogramming in general.

## Results

### Chromatin dynamics of the paternal X-chromosome in the ICM

Xp reactivation has been described to occur in the pre-Epi cells of blastocysts^5,6^, but its exact timing and associated epigenetic changes are less clear. To determine the dynamics of chromatin changes in the ICM during E3.5 (early) to E4.0 (mid) development, we performed immunosurgery on blastocysts at different stages in order to destroy outer TE cells and specifically recover the ICMs. By combining immunofluorescence with Xist RNA-FISH, we analysed the enrichment of H3K27me3, as it is known to accumulate on the Xp shortly after the initiation of XCI, from E2.5^5^. As previously reported^5,6^, H3K27m3 was found to be enriched on the Xist RNA-coated X-chromosome in almost all ICM cells of early blastocyst embryos (E3.5, 10–25 cells per ICM) (Fig. 1). Just half a day later, (E4.0, 20–40 cells per ICM), H3K27me3 enrichment and Xist RNA coating were lost in ~25% of cells within the ICM (Fig. 1). The cells that lost Xist RNA coating and H3K27me3 enrichment on the Xp at E4.0 were often clustered together in close proximity in the ICM, suggesting that they represent the pre-Epi population (Fig. 1a). Thus global loss of H3K27me3 enrichment on the Xp occurs with similar dynamics to loss of Xist RNA coating in a subpopulation of ICM cells, presumably the pre-Epi, between E3.5 and E4.0.

**Fig. 1:**
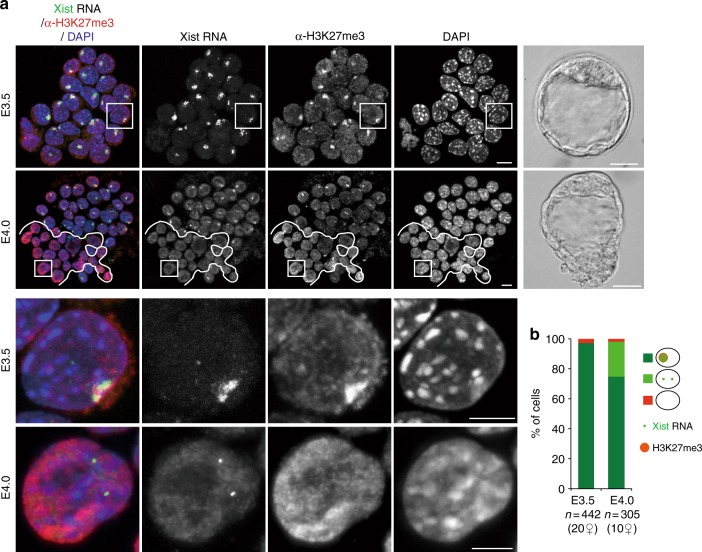
Xist RNA and H3K27me3 profiles in the ICM cells of early and mid blastocysts. **a** Examples of individual ICM of early (E3.5) and mid (E4.0) pre-implantation stage embryos (photographs right panel, scale bar 20 µm) analysed by immunolabelling with antibodies against H3K27 tri-methylation (red) combined with Xist RNA-FISH (green). For each stage, an intact ICM (scale bar, 10 μm) and an enlarged nucleus (scale bar, 5 μm) are shown (IF/RNA-FISH). The cells below the white line illustrate the cluster of cells that have lost Xist RNA coating and H3K27me3 enrichment on the Xp and are presumably the epiblast. **b** Proportion of ICM cells showing enrichment of H3K27me3 on the Xist RNA-coated X-chromosome in early and mid blastocyst stages are presented as mean (right panel). Below the graph, the total cell number analysed is indicated, followed by the number of female embryos analysed in brackets. *ICM* inner cell mass, *RNA-FISH* RNA-fluorescent in situ hybridization, *IF* immunofluorescence

### Specific timing of gene reactivation and lineage specificity

A previous report showed that reactivation of some X-linked genes seems to initiate despite the presence of Xist RNA coating and H3K27me3 enrichment of the Xp in ICM cells at E3.5 (early stage blastocysts)^18^. Combining RNA-FISH and anti-H3K27me3 immunofluorescence, we analysed expression of two of these genes, *Rnf12* and *Abcb7* that are repressed during imprinted XCI by E2.5^7,9,31^. Strikingly, *Abcb7* and *Rnf12* showed very different reactivation behaviours in the early E3.5 ICM (Fig. 2a). While *Rnf12* exhibited low biallelic expression (<20% of ICM cells), suggesting its Xp silencing is maintained, *Abcb7* was biallelically expressed in almost all ICM cells, despite the presence of Xist RNA coating and H3K27me3 enrichment on the Xp (Fig. 2a–c). These results are only partially concordant with the previous report^18^, however, the discrepancy for *Rnf12* may be due to differences in the exact stage of blastocyst development examined, or to the mouse strains (B6D2F1 and C57BL/6JxCAST/EiJ here, compared to CD-1 and CD-1xJF1^18^).

**Fig. 2:**
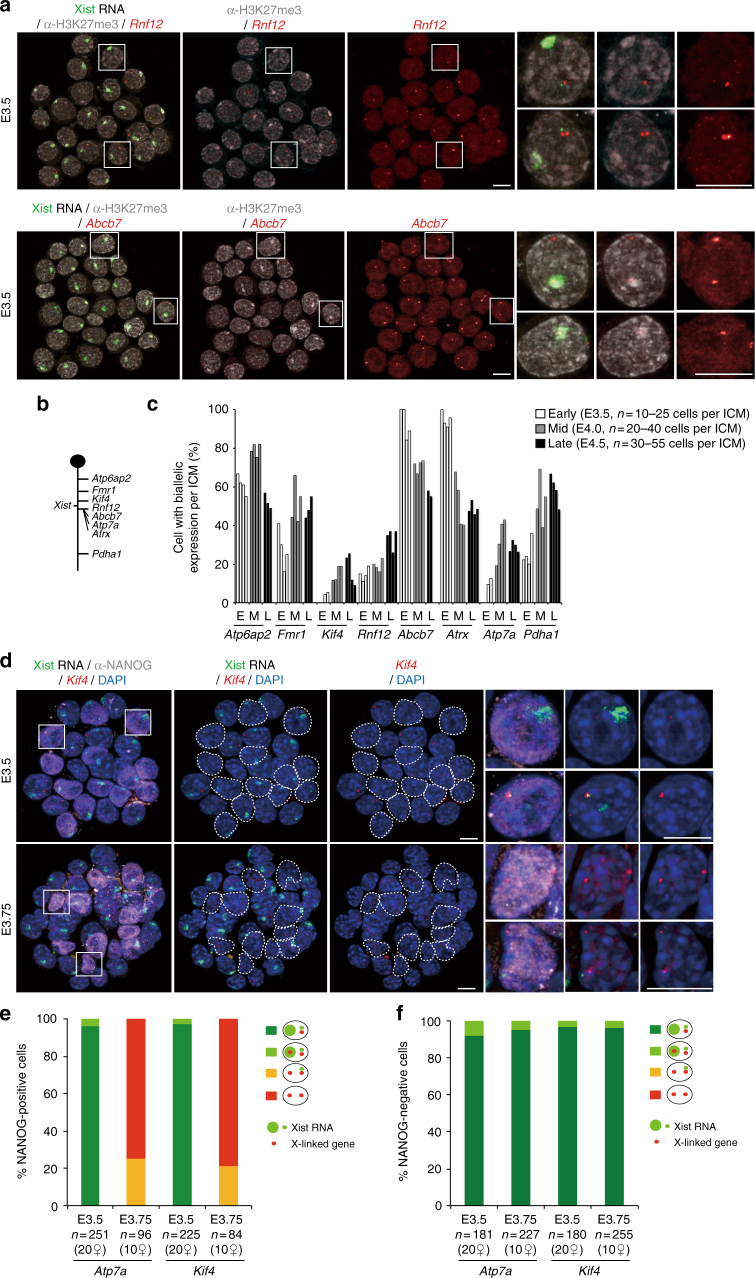
Xist RNA, X-linked gene expression and H3K27me3 profiles in the ICM cells of early to late blastocyst stage embryos. **a** Examples of individual ICM analysed by immunolabelling with antibodies against H3K27 tri-methylation (grey scale) and combined with RNA-FISH for Xist RNA (green) and primary transcription from the X-linked genes (red), together with representative nucleus are shown (scale bar, 10 μm). **b** Schematic representation of the X-chromosome showing the location of the loci analysed in **a** and **c**. *Atp6ap2* gene is known to escape XCI in 60–80% of blastocyst cells^9^ and used as a control of the experiment. **c** Percentage (mean) of cells showing biallelic expression for X-linked genes in ICM of independent early (E3.5), mid (E4.0) and late (E4.5) blastocyst stage embryos. **d** Examples of individual ICM analysed by immunolabelling with NANOG (grey scale), combined with RNA-FISH for Xist (green) and X-linked genes (*Atp7a* and *Kif4*) (red) at early (E3.5) and mid (E3.75) blastocyst stage embryos. For each stage, an intact ICM (IF/RNA-FISH) and enlarged nuclei (white squares) are shown. Dotted lines indicate the position of NANOG-positive cells (scale bar, 10 μm). **e** Proportion (mean) of NANOG-positive ICM cells showing different Xist and X-linked gene expression patterns at early (E3.5) and mid (E3.75) blastocyst stage embryos. Below the graph, the total cell number analysed is indicated, followed by the total number of female embryos analysed in brackets. **f** Proportion (mean) of NANOG-negative ICM cells showing different *Xist* and X-linked gene expression patterns at early (E3.5) and mid (E3.75) blastocyst stage embryos. Below the graph, the total cell number analysed is indicated, followed by the total number of female embryos analysed in brackets

We examined further genes for their timing of Xp reactivation in the ICM. We performed RNA-FISH in pre-implantation (E3.5, early) through to peri-implantation (E4.5, late) blastocysts for eight X-linked genes together with Xist (Fig. 2b). The genes were chosen based on their known range of silencing kinetics during imprinted XCI in pre-implantation embryos, including genes silenced early (prior to E3.0 such as *Kif4*, *Rnf12*, *Atp7a*, *Atrx* and *Abcb7*), late (after E3.0, e.g., *Pdha1*, *Fmr1*) or that escape XCI (e.g., *Atp6ap2*)^7,9^. Among the candidates, *Rnf12*, *Atp7a*, *Abcb7* and *Pdha1* were all previously described as being reactivated at the mid blastocyst stage (E4.0)^18^.

Increased frequencies of biallelic expression were observed for most genes from the E4.0 stage onward (*Fmr1*, *Kif4*, *Atp7a* and *Pdha1* and *Rnf12)*, indicating that they have reactivated in a subset of ICM cells (presumably pre-Epi cells) (Fig. 2c). However, *Atrx* displayed biallelic expression as early as E3.5, similarly to *Abcb7* gene (Fig. 2a, c). Thus, reactivation of *Atrx* and *Abcb7* occurs in the early ICM cells prior to any lineage segregation between Epi and PrE^32–34^. Interestingly, from E4.0, a decrease in biallelic expression of these two genes was seen in 30–60% of ICM cells (Fig. 2c). This decrease may indicate that these genes are silenced again, presumably in future PrE cells. In the case of *Atp6ap2*, which is a gene that normally escapes from XCI, as expected, it was found biallelically expressed in 60–80% of ICM cells at all stages^9^ (Fig. 2c). Taken together, our data suggests that the reactivation of X-linked genes occurs with very different timing during ICM differentiation. Furthermore, we find that a subset of genes may be reactivated early on, but then become rapidly silenced again in a subpopulation of cells, presumably destined to become PrE.

To examine whether biallelic expression of late-reactivated genes correlates with pre-Epi differentiation (and thus NANOG protein), we performed NANOG immunofluorescence combined with RNA-FISH for Xist and two such X-linked genes (*Kif4* and *Atp7a*) in ICM cells of early and mid blastocysts (Fig. 2d). As expected from our previous RNA-FISH (Fig. 2c), we found that cells mostly displayed monoallelic expression of these genes at E3.5. And this was the case in both NANOG-positive and -negative cells (Fig. 2d–f). *Kif4* and *Atp7a* then showed reactivation at E3.75 (Fig. 2c) and the biallelic cells are almost all NANOG positive (Fig. 2e). Moreover, biallelic expression of these genes was always observed in the absence of a Xist RNA cloud in NANOG-positive cells (Fig. 2e, f). This corroborates previous observations that *Atp7a* is reactivated only in cells expressing Nanog^18^. Our results suggest that both Nanog expression and loss of Xist RNA coating are linked to biallelic expression of late-reactivated genes, but that Nanog expression alone is not sufficient. Taken together, our data point to reactivation in a lineage-specific manner beyond the mid ICM stage for genes that are late-reactivated. They also reveal a lineage-independent reactivation of the early-reactivated genes at E3.5 ICM.

### scRNAseq of early and mid pre-implantation female ICMs

The remarkable diversity in X-linked gene reactivation observed above (Fig. 2) prompted us to explore the Xp reactivation process on a chromosome-wide scale. Furthermore, given the mixture of cells in the ICM, some of which are destined to become PrE, while others will become Epi, we were interested to know whether reactivation or silencing maintenance of Xp-linked genes correlated with expression of pluripotency factors (e.g., Nanog, Oct4, Sox2) and/or PrE factors (e.g., Gata4, Gata6) at the single-cell level^35^. We therefore performed single-cell RNA sequencing (scRNAseq) on ICMs of E3.5 and E4.0 pre-implantation female hybrid F1 embryos. 

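The blastocyst consists of an outer layer, the trophectoderm (TE), and of the inner cell mass (ICM), which gives rise to the primitive endoderm (PrE) and the epiblast (Epi). In female mouse embryos, the paternal X chromosome is silenced before the blastocyst forms and stays silent in the TE, while the Epi lineage switches it on again. In embryos of a C57BL/6J mother and a CAST/EiJ father, sequence differences between both genomes tell from which parental X chromosome a transcript came. The values re-analysed here came from 40 single female cells of this cross. They comprised 3 E3.5 TE cells of 3 embryos, 14 E3.5 ICM cells of 7 embryos and, at E4.0, 13 cells of 3 embryos classed by the paper as PrE and 10 cells of 2 embryos classed as Epi. All 3 TE cells and 3 of the 14 ICM cells came from the authors' earlier study, and TE cells of the reverse cross were not used here. Embryo 4 gave a TE cell and an ICM cell, and embryo 14 gave 7 PrE cells and 9 Epi cells. Polyadenylated RNA of each cell was reverse-transcribed from the 3′ end and amplified, with an additional primer specific for Xist RNA. The authors aligned the reads to mm10 with TopHat2 and counted them per gene with HTSeq, and these counts were not normalized. The total count was 5462656 to 8097555 per TE cell, 2671531 to 12833051 per ICM cell, 1019112 to 12689903 per PrE cell and 6013161 to 11236299 per Epi cell. Fewer than 70% of the reads were mapped in 4 cells, of which 3 were PrE cells and 1 was an ICM cell, and Supplementary Data 1 gives no mapping rate for cells of the earlier study. Cells of the same embryo are not independent, so counts were summed per embryo and class into 15 sums. The 12599 genes that passed edgeR's filter by class were tested by its quasi-likelihood F test, which is two-sided for a fold change, after TMM scaling and with all 4 classes in the same fit. Standard errors of log2 fold changes were derived from the F statistic. Levels are given as CPM, the counts of a sum relative to its TMM-scaled library size, as mean ± SD between embryos. The median log2 fold change of all tested genes was 0.70 for ICM over TE cells (1.09 without TMM scaling and -0.07 in DESeq2) and -0.11 for Epi over PrE cells (0.09 without TMM scaling), and fold changes are to be read against these medians. In simulated counts with the dispersion seen between the sums, edgeR recovered 36% of the genes changed 64-fold between Epi and PrE cells and 58% of those between ICM and TE cells. It recovered 6% and 20% of those changed 16-fold, 0% and 2% of those changed 4-fold, and 0% of those changed 2-fold, so smaller differences could not be detected with these embryos. In the fit of the percentage of biallelic X-linked genes, edgeR recovered 40% and 62% of the genes simulated at 16-fold and 64-fold. Of those at 2-fold and 4-fold it recovered 0%, and it also called 8 unchanged genes. There the fold was set over a span of percentage points and not between classes. Genes simulated at 64-fold had median fitted log2 slopes of 2.13 (rising) and -1.88 (falling) per 10 percentage points. DESeq2 recovered more of the simulated changes but also called many unchanged genes.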

We also used published ICM cells and TE cells where imprinted XCI is maintained^7^. The F1 hybrid blastocysts were derived from interspecific crosses between *Mus musculus domesticus* (C57BL/6) females and *Mus musculus castaneus* (CAST/EiJ) males. Single cells from individual ICMs were collected and polyadenylated RNA amplified from each cell according to the protocol by Tang et al.^36^ (Supplementary Data 1). We first assessed the extent to which transcriptomes of single cells from early (E3.5) and mid (E4.0) blastocysts were associated, using principal component analyses (PCA, Fig. 3a). 

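TE, PrE and Epi cells separated by keratin genes and lineage factors, with ICM cells between TE and Epi cells on the first component only. Over the 1000 most variable genes after an rlog transformation solved to convergence, the first principal component placed the 3 TE cells (75.3 to 119) apart from the 10 Epi cells (-76.0 to -29.8), with ICM cells (-12.5 to 53.1) and PrE cells (-18.7 to 21.5) between them. Krt8 and Krt18, which encode epithelial keratins, and Xist had high weights on the TE side, and Igfbp2, Slc7a3 and Eras had high weights on the Epi side. The second component separated the 13 PrE cells (4.28 to 71.3) from the Epi cells (-29.0 to -12.3) without overlap. Sox7, Gata4 and Cubn lay on its PrE side, and Bmp4, Tdgf1 and Fgf4 on its Epi side. The 14 ICM cells ranged from -45.2 to 21.1 on it, a span that reaches into both E4.0 classes. Most of them lay beyond the Epi cells on that side, and few fell within the range of either E4.0 class. These genes were picked after their weights were seen. The components held 22.0% and 17.5% of the variance. The distance between cells, as 1 minus Pearson's r over these genes, averaged 0.759 between PrE and Epi cells. Between cells of the same class and embryo it averaged 0.390 ± 0.102 (SD over 10 pairs) in the ICM, 0.383 ± 0.0472 (28 pairs) in the PrE and 0.414 ± 0.0373 (36 pairs) in the Epi. Between embryos it averaged 0.50 ± 0.0978 (81 pairs) in the ICM, 0.461 ± 0.0837 (50 pairs) in the PrE and 0.446 ± 0.0203 (9 pairs) in the Epi. The mean of the ICM thus lay between those of the other 2 classes within embryos and above both between embryos. No test was made of these distances, and the SD over pairs is not the error of a mean.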

We found that E3.5 ICM cells still showed substantial heterogeneity compared to E4.0 ICM single cells, which clustered into two distinct groups. Nevertheless, some signs that two subpopulations are emerging could be seen at E3.5. This revealed that lineage specification between PrE and Epi precursor cells could be important. We also performed PCA analyses (Fig. 3b) based on the expression levels of known pluripotency and differentiation factors, listed in Fig. 3d. 

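Gata4 and Gata6, which encode transcription factors of the PrE, were high in PrE cells and nearly absent from Epi cells, whereas the pluripotency factors Nanog, Sox2 and Prdm14 were high in Epi cells. Gata4 was at 495 ± 5.18 CPM (n = 3 embryos) in PrE and 1.37 ± 1.45 CPM (n = 2 embryos) in Epi cells, and Gata6 at 515 ± 231 and 1.71 ± 2.04 CPM. Sox17 was at 70.4 ± 79.8 CPM in PrE cells and was listed at 0 in Epi cells. Nanog was at 40.4 ± 48.1 CPM in PrE and 459 ± 82.0 CPM in Epi cells, Sox2 at 10.4 ± 8.60 and 391 ± 166 CPM, and Prdm14 at 2.63 ± 4.42 and 52.6 ± 29.0 CPM. Because these markers were among those that set the class of each E4.0 cell, their differences are not independent of the classes. The log2 fold change of Gata6 in Epi over PrE cells was -8.28 (standard error 1.94, adjusted p = 0.407 from edgeR), and that of Sox2 was 5.24 (standard error 1.62, adjusted p = 0.581 from edgeR). In the edgeR fit of all 15 sums, no gene passed an adjusted p of 0.05 between Epi and PrE cells, while 965 genes had an unadjusted p under 0.05. Fitted on the 5 Epi and PrE sums alone, edgeR did call genes, and their number is given with the alternatives below. DESeq2 called 415 genes. With limma-voom, 311 genes passed with embryo as a random replicate block and 229 without it, and Sox2, Nanog and Esrrb passed with the block. Of 23 tested genes of epiblast and pluripotency, listed before the data were examined, 0 were called over all genes and 11 were higher in Epi cells when adjusted over the list alone. Among them, the growth factor gene Bmp4 was at 4.33 ± 6.09 CPM in PrE and 326 ± 41.6 CPM in Epi cells. Of 22 genes of the primitive endoderm, 0 were called over all genes and 15 were lower in Epi cells when adjusted over the list alone. The water channel gene Aqp8 was at 666 ± 86.9 CPM in PrE and 1.52 ± 1.24 CPM in Epi cells. The set test camera called both lists, at an adjusted p = 2.2e-11 for the epiblast list and 1.5e-28 for the endoderm list. Both calls held with an estimated correlation (adjusted p = 0.0232 for each).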

As expected from previous studies, E4.0 ICM cells fall into two clearly separated groups, either PrE (expressing markers such as Gata4 and Gata6) or Epi (expressing markers such as Nanog and Prdm14)^32,33^. No strong association was observed in E3.5 ICM cells with the exception of a few cells (*n* = 3 pre-PrE and *n* = 1 pre-Epi at E3.5, Fig. 3b), supporting the idea that PrE and Epi lineages begin to be specified, but are still not clearly established at the transcriptional level in E3.5 ICMs, as previously reported^34^. 

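Most ICM cells held RNA of factors of both lineages side by side. Nanog, a factor of the Epi, and Gata6, a factor of the PrE, were both above an RPRT of 1 in 14 of 14 ICM cells and in 13 of 13 PrE cells, but in only 1 of 10 Epi cells, where the other 9 had Nanog alone. They were also both above this limit in 3 of 3 TE cells, so their joint presence does not mark the ICM. Some cells lay close to the limit. Gata6 was at an RPRT of only 1.08 and 1.09 in an ICM cell each of embryos 11 and 12, and reached 0.866 in an Epi cell of embryo 14. RPRT is the authors' unit of expression, in which reads are divided by the retrotranscribed length of a transcript and by the depth of the library. A score per cell was taken as the mean log2 level of the epiblast list minus that of the primitive endoderm list. It was 4.24 to 6.10 in Epi cells, -5.44 to 0.312 in PrE cells and -2.49 to 4.94 in ICM cells. Of the 14 ICM cells, 1 cell (embryo 11) lay in the range of Epi cells, 4 lay in the range of PrE cells and 9 lay between both ranges. The upper end of the PrE range rested on 1 cell of embryo 15, and the next PrE cell was at -1.97. ICM cells at -0.688 (embryo 10) and -1.55 (embryo 12) lay in the PrE range only because of that cell. Within the ICM cells, the epiblast and endoderm parts of the score were inversely ranked, with a Spearman's rho of -0.908 over 14 cells that come from 7 embryos and are not independent.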

Next, we performed a correlation analysis based on the expression status of pluripotency and differentiation factors (Fig. 3c, d). We classified cells according to their developmental stage and pluripotency/differentiation factor status: E3.5_TE (TE of early blastocysts), E3.5_ICM (pre-lineage ICM of early blastocysts), E4.0_PrE (PrE precursor cells of mid blastocysts) and E4.0_Epi (Epi precursor cells of mid blastocysts). This clearly supports a shift from still rather heterogeneous transcriptomes in E3.5 ICM cells, into two well-defined subpopulations of pre-Epi and PrE cells in E4.0 ICMs.

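In the expression of lineage factors, E4.0 cells of the same class resembled each other more than ICM cells did. Over the genes of the epiblast, primitive endoderm and trophectoderm lists, which include Nanog, Gata6 and Cdx2, the mean distance between cells of the same embryo was 0.177 ± 0.0926 (SD over pairs) in the ICM, 0.115 ± 0.0401 in the PrE and 0.0934 ± 0.0267 in the Epi. Between embryos, it was 0.291 ± 0.127 in the ICM, 0.152 ± 0.0591 in the PrE and 0.117 ± 0.0201 in the Epi. TE cells, all of different embryos, were at 0.162 ± 0.0143. Most Epi and PrE pairs within an embryo came from embryo 14, pairs of cells are not independent, and no test was made of these distances. The E4.0 cells had been split by lineage factors of this kind while the ICM was left as 1 class, so smaller distances within the E4.0 classes follow largely from the classification. From the clustering of cells by such factors, the paper sees support for a shift from heterogeneous ICM cells at E3.5 to separate populations of Epi and PrE precursors at E4.0.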

**Fig. 3:**
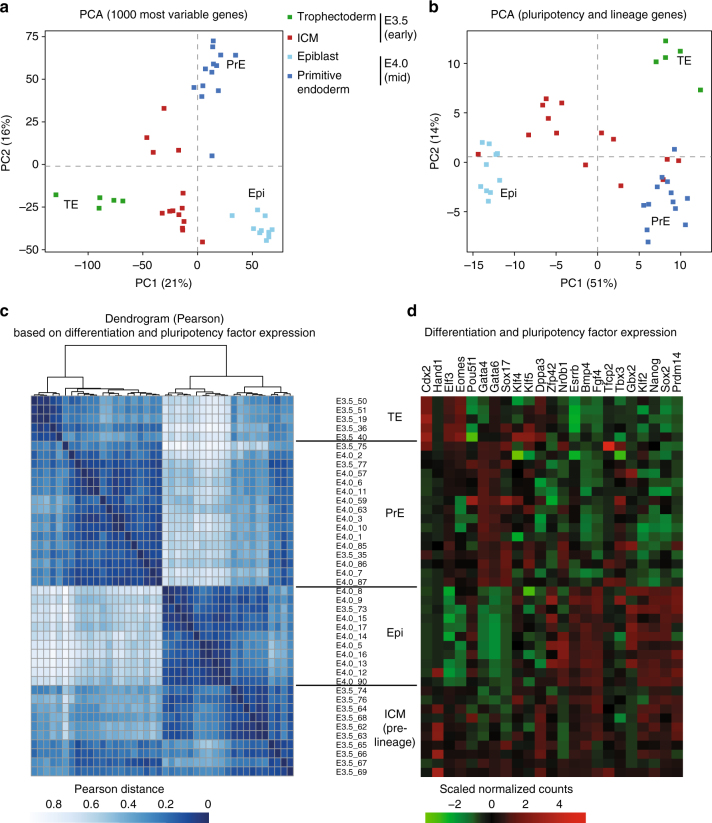
Single-cell RNAseq reveals loss of heterogeneity in the E4.0 mid ICM compared to early E3.5 ICM. Principal component analysis (PCA) based on scRNAseq data from trophectoderm (E3.5), early (E3.5, 10–25 cells per ICM) and mid (E4.0, 20–40 cells per ICM). ICM cells on the 1000 most variable genes (**a**) and on published pluripotency and differentiation candidate genes (*n* = 23, list in **d**) (**b**). Different stages are designed by different colours. *n* = 14, 23 and 5 cells, respectively, for E3.5 ICM, E4.0 ICM and E3.5 TE (details of each single cell is listed in Supplementary Data 1). **c** Hierarchical clustering (top) and Pearson distance (bottom) of pluripotency and lineage genes (listed in **d**) expression variation in E3.5 and E4.0 single cells, based on Pearson’s correlation. Cells were clustered by lineage (TE, PrE and Epi), then by stage. *n* = 42 single-cell samples. **d** Level of expression of the 23 candidate genes involved in pluripotency and lineage differentiation in the 42 single-cell samples and used to classify cells according to their lineage are shown. Cells were ordered according to the hierarchical clustering in **c**. *TE* trophectoderm, *PrE* primitive endoderm, *ICM* inner cell mass, *Epi* epiblast

### Specific X-linked gene behaviour during reactivation

We next investigated chromosome-wide X-linked gene activity between early (E3.5) and mid (E4.0) ICMs. To assess the parental origin of transcripts, we took advantage of the high rate of polymorphisms between C57BL6/J (maternal) and CAST/EiJ (paternal) genomes that enabled us to distinguish parental origin for informative transcripts (see Methods section). 

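Genes on the silent paternal X chromosome are read from the maternal copy only, so their transcripts carry maternal sequence alone. When such a gene is reactivated, paternal sequence appears among its transcripts. Some genes, called escapees, are never fully silenced and show paternal transcripts even where inactivation is kept. The allelic ratio is the number of paternal reads divided by all reads that cover a difference between both parental genomes. The authors reconstructed both genomes on mm10, filtered differences with SNPsplit and counted bases with SAMtools mpileup. The tables used here hold ratios without read counts, so the depth of a ratio is unknown and no interval is given. A gene was used in a cell when its RPRT was above 4. In each class, a gene needed a ratio in at least 25% of the cells and in at least 2 cells (1 cell for TE), and it needed a value in both PrE and Epi cells. This gave 116 X-linked genes, of which 115 are among the 116 of Supplementary Data 2. The class means differed from the published ones by at most 0.000424. Rhox5 entered and Xist left the set, because Xist had no ratio in Epi cells. The paper discarded a variant in Rhox5, and whether the Rhox5 ratio of about 1.000 rests on it is not known. A gene was called biallelic when its ratio was above 0.20, the limit the paper uses in Fig. 4. Per cell, X-linked genes other than Xist were counted, and the percentage of biallelic genes was averaged over the cells of each embryo. Single-cell amplification can lose either allele by chance, so autosomal genes were counted in the same way as a control. No upper limit was set in the counts per cell, so a gene with paternal sequence alone also counted as biallelic. The control therefore registers loss of the paternal allele but not of the maternal one. The number of X-linked genes with a ratio was 46 to 109 per TE cell, 70 to 147 per ICM cell, 42 to 152 per PrE cell and 99 to 163 per Epi cell.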

An in vivo heatmap of X-linked gene activity was generated for early (E3.5_ICM) and mid (E4.0_PrE and E4.0_Epi) blastocyst stages and compared to female TE cells at E3.5 (TE) as controls of XpCI maintenance (Fig. 4 and Supplementary Fig. 1). Control TE cells displayed 21% (18 out of 86) of biallelically expressed genes (allelic ratio >0.2, Fig. 4), and 17 of these genes are well-known escapees^7^. 

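Paternal transcripts in TE cells came mainly from genes classed as escapees, which serve functions from translation (Eif2s3x) and protein modification (Ogt, Uba1) to the cohesin complex (Smc1a). Of the 85 genes with a value in TE cells, 17 (20.0%) had a mean allelic ratio above 0.20, without Xist. Of these 17 genes, 15 are escapees in Supplementary Data 2, and the others are Pdha1 and Rab9. In the ICM, 14 of the 17 genes were also above 0.20. The mean ratio was 0.521 for Uba1 (3 TE cells), 0.444 for Fam50a (3 cells), 0.414 for Sms (3 cells) and 0.208 for Eif2s3x (2 cells). Ogt (0.913) and Yipf6 (1.000) were each measured in a single TE cell. Atp6ap2, at 0.316, was above 0.20 in 1 of its 2 TE cells. The mean over the escapees ranged from 0.223 to 0.537 between the 3 TE embryos. Early-reactivated genes averaged 0.0399 ± 0.0201 (SD, n = 3 embryos) and late-reactivated genes 0.0197 ± 0.0197 in TE cells. The paper defines escapees by a ratio above 0.15 in all stages with a value and early-reactivated genes by a ratio of 0.15 or less in TE cells or by silence at that stage in its earlier study, so these values follow largely from the definitions.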

Interestingly, E3.5 ICM cells showed a higher number of biallelically expressed genes when compared to TE. We found that 51% of X-linked genes were expressed from both X-chromosomes in E3.5 ICM (55 biallelic genes out of 107, e.g., *Atrx*), despite the sustained expression of *Xist*. This supports our findings based on RNA-FISH for early-reactivated genes (Fig. 2) and further reveals the scale of such early reactivation. 

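ICM cells read more X-linked genes from both copies than TE cells did, while most of them still expressed Xist. Of 107 X-linked genes with a value in ICM cells, 56 (52.3%) had a mean allelic ratio above 0.20, and 55 of them were also below 0.85. Atrx, which encodes a chromatin remodeller, had a ratio of 0.548 in the 8 ICM cells that measured it (0.531 ± 0.376, SD, n = 5 embryos), and no TE cell gave a value for it. Xist stayed above an RPRT of 1 in 12 of 14 ICM cells. Of the 83 genes with values in both classes, 68 had a higher mean in the ICM, and 21 were at 0.15 or less in TE cells and above 0.20 in ICM cells. A further 24 genes had no value in TE cells, of which 17 were above 0.20 in ICM cells, so they cannot be counted as newly reactivated from these data. Per embryo, 38.0% ± 8.29 (SD, n = 7 embryos) of the genes of an ICM cell were biallelic, against 21.7% ± 13.1 (n = 3 embryos) in TE cells. Embryo 4 gave a cell to each class, and the permutation test treated these as independent. The difference of 16.3 percentage points had an exact two-sided permutation p = 0.0417, or 0.0833 after adjustment over 4 comparisons of classes. Within the earlier study alone it was 12.5 percentage points (exact permutation p = 0.2), without TE embryo 2 it was 10.1 and without TE embryo 5 it was 23.2. Autosomal genes differed in the same direction, at 75.3% ± 4.12 in ICM and 68.7% ± 7.27 in TE cells (difference 6.65, exact permutation p = 0.117).

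**Figure D1:**
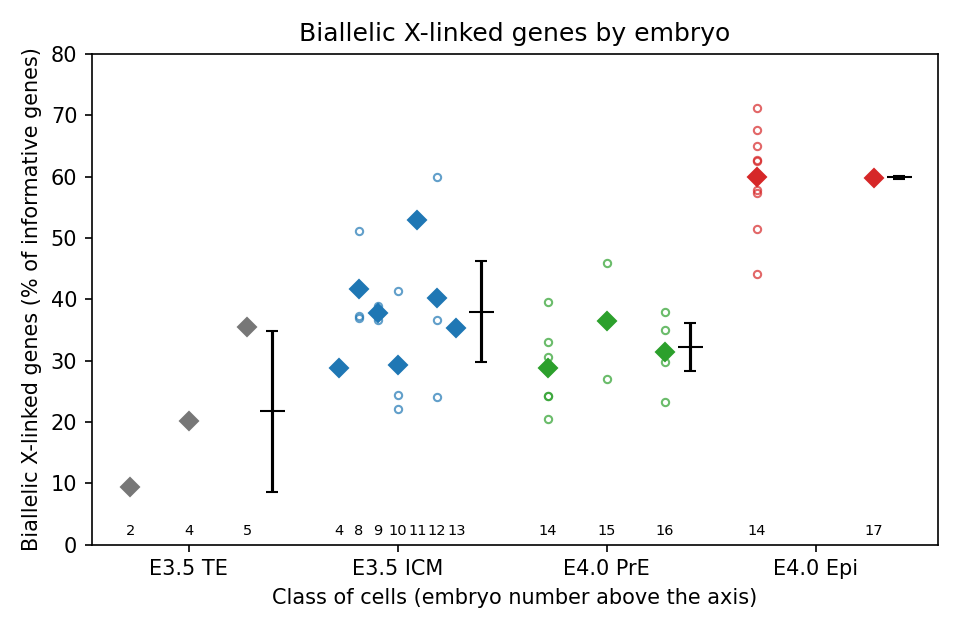
Percentage of biallelic X-linked genes (vertical axis, % of informative genes) in each class of cells (horizontal axis). Open circles are cells, diamonds are means of embryos, and black bars are the mean and SD over embryos. Both Epi embryos lie at 59.7% (a single cell) and 60.0% (mean of 9 cells), above every PrE embryo.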

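Eif1ax, which encodes a factor that starts translation, was read from both copies in part of the ICM cells and mainly from the maternal copy in PrE cells. Its mean allelic ratio was 0.000 in TE cells (2 cells), 0.234 in ICM cells (13 cells), 0.0735 in PrE cells (12 cells) and 0.367 in Epi cells (10 cells). The SD of Eif1ax between embryos was 0.179 in the ICM and 0.0510 in the PrE. Eif1ax was above 0.20 in 6 of 13 ICM cells and in 2 of 12 PrE cells. Ubl4a, which encodes a ubiquitin-like protein that helps to insert membrane proteins, was at 0.477 in 4 ICM cells, 0.0549 in 4 PrE cells and 0.659 in 3 Epi cells. The chromatin remodeller gene Atrx was at 0.220 in 5 PrE cells and at 0.523 in 10 Epi cells. In embryo 14, which holds both classes, Atrx was at 0.0667 in 3 PrE cells. Atrx was above 0.20 in 1 of 5 PrE cells and in 6 of 8 ICM cells. Its SD between PrE embryos was 0.271 (n = 2 embryos), larger than its mean. Prps1, an early-reactivated enzyme gene of nucleotide synthesis, was at 0.385 in 14 ICM cells and 0.0919 in 12 PrE cells, with an SD between embryos of 0.146 and 0.187.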

Intriguingly, several of these reactivated genes (e.g., *Atrx*, *Ubl4a* and *Eif1ax*) are rapidly silenced again half a day later in PrE precursor cells only, as defined by the expression of 23 differentiation and pluripotency markers (e.g., Gata4, Gata6 and Nanog, Fig. 3) (Fig. 4, right). These data suggest that oscillations in the expression states of some genes on the Xp (such as *Atrx*) occur within a subpopulation of ICM cells that will give rise to the PrE, where XpCI persists ultimately^4^. Our RNA-FISH data confirms that *Atrx* is transiently expressed from both X chromosomes even in the cells that will give rise to the PrE as it is found biallelically expressed in 90–100% of early ICM cells (Fig. 2c). Our results reveal that there may be fluctuations in the inactive state of some Xp-linked genes during ICM progression, in the precursor cells of the PrE, rather than a straightforward maintenance of Xp silencing as previously thought.

**Fig. 4:**
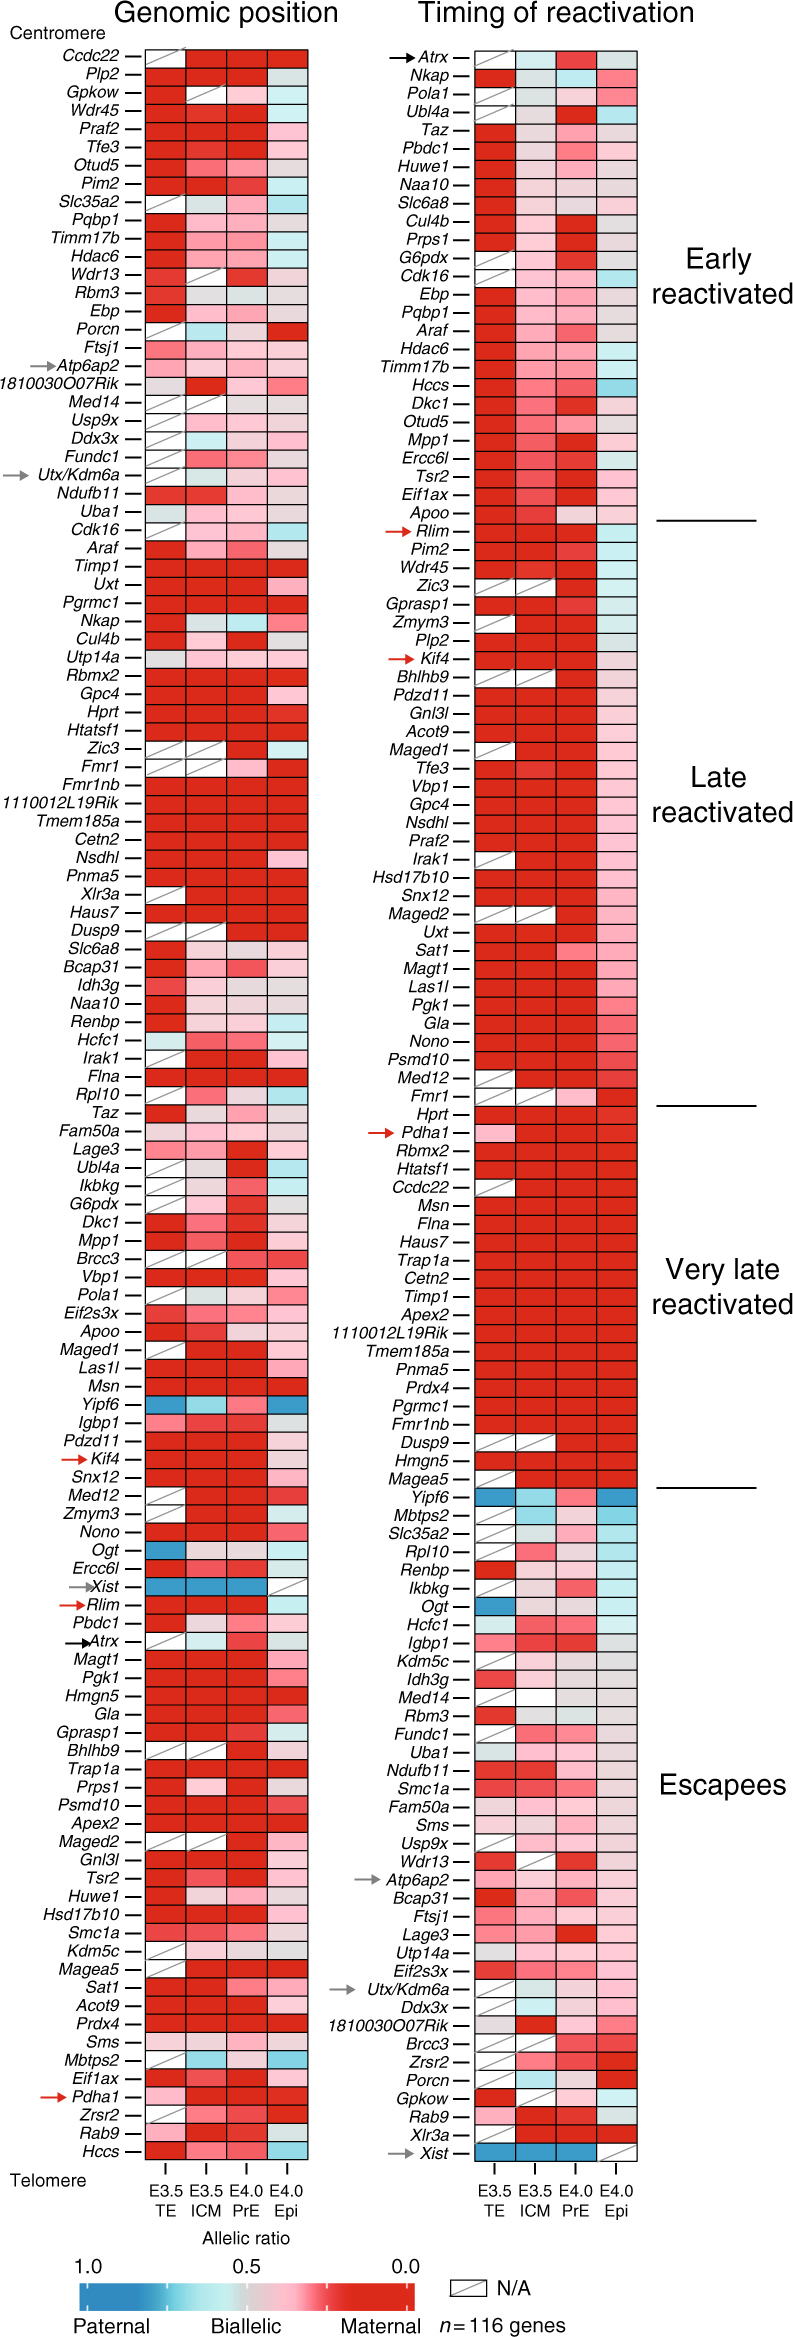
Different X-linked gene reactivation behaviours in the ICM. The mean of allele-specific expression ratios for each informative and expressed X-linked gene in E3.5 (trophectoderm and ICM) and E4.0 (primitive endoderm and epiblast) female C57BL/6JxCAST/EiJ embryos are represented as heatmaps, with strictly maternal expression (ratio ≤0.15) in red and strictly paternal expression (ratio ≥0.85) in blue. Colour gradients are used in between these two values as shown in the key. Genes are ordered by genomic position (left) or by timing of reactivation (right). Further information is provided in Supplementary Data 2 and Methods section. Black, red and grey arrows are, respectively, highlighting example of early-, later-reactivated genes and escapees. As expected, Xist RNA is paternally expressed in the trophectoderm cells. *Ogt* and *Yipf6* genes display similar paternal expression in the trophectoderm, escape imprinted XCI, and show random monoallelic expression and CAST/EiJ bias, respectively, (Supplementary Fig. 1)^7^. *n* = 116 genes, NA, data not available (below threshold)

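Xist lies on chromosome X of mm10 and is transcribed from the X chromosome that it silences. In TE cells its mean allelic ratio was 0.998 ± 0.00113 (SD, n = 3 embryos), where 3 of 3 cells gave a value. The ratio of Xist was 0.986 in 12 ICM cells and 0.996 in 8 PrE cells. Xist was at 1643 ± 1298 CPM in TE cells and at 378 ± 331 CPM in ICM cells.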

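Epi cells, which express Nanog and Sox2, had lost Xist RNA and read most X-linked genes from both copies. Xist was below an RPRT of 1 in 10 of 10 Epi cells and in 4 of 13 PrE cells. The level of Xist was 1.56 ± 2.11 CPM in Epi cells (n = 2 embryos) and 197 ± 176 CPM in PrE cells (n = 3 embryos), with a log2 fold change of -7.06 (standard error 2.05) that did not pass (adjusted p = 0.581 from edgeR). Of the 116 X-linked genes, 91 (78.4%) had a mean allelic ratio above 0.20 in Epi cells and 55 (47.4%) in PrE cells. In Epi cells 89 genes were above 0.20 and below 0.85. Per embryo, 59.9% ± 0.174 (SD, n = 2 embryos) of the genes of an Epi cell were biallelic, against 32.2% ± 3.86 (n = 3 embryos) in PrE cells. Epi embryo 17 is a single cell, set beside the mean of 9 cells of embryo 14. The small SD in Epi cells is therefore no measure of how alike embryos are. The difference of 27.7 percentage points had an exact permutation p = 0.1, the smallest that 2 against 3 embryos allow, or 0.133 after adjustment over 4 comparisons. Embryo 14 gave cells to both classes, and the test treated its means as independent. Against the ICM, Epi cells were higher by 21.9 percentage points (exact permutation p = 0.0278, the smallest that 2 against 7 embryos allow, adjusted p = 0.0833). PrE cells differed from ICM cells by -5.78 percentage points (exact permutation p = 0.3, adjusted p = 0.3), which is within the spread between embryos. Within embryo 14, 9 Epi cells had 44.1% to 71.1% biallelic genes and 7 PrE cells 20.5% to 39.6%, so that these cells did not overlap. Autosomal genes with a ratio above 0.20 made up 72.5% in Epi and 75.3% in PrE cells of embryo 14.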

In Epi precursor cells, based on pluripotency factor expression (Fig. 3), at E4.0, we noted an absence of *Xist* expression and a marked progression in Xp-chromosome reactivation as 77% of genes become biallelically expressed (89 out of 115, Fig. 4). 

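Rlim, also called Rnf12, which encodes a ubiquitin ligase that controls Xist, stayed maternal in ICM and PrE cells and was read from both copies in Epi cells. Its mean allelic ratio was 0.0446 in 14 ICM cells, 0.000551 in 11 PrE cells and 0.610 in 9 Epi cells. Rlim was above 0.20 in 7 of 9 Epi cells, 0 of 11 PrE cells and 1 of 14 ICM cells. Kif4, a motor protein gene of the mitotic spindle, was at 0.0479 in 12 ICM cells, 0.0532 in 7 PrE cells and 0.444 in 8 Epi cells. The SD between both Epi embryos was 0.0451 for Rlim and 0.358 for Kif4. Zmym3 (0.0133 in PrE, 0.542 in Epi) and the autophagy gene Wdr45 (0.0624 and 0.573) followed Rlim in the size of the difference between Epi and PrE cells. At the other end, Med12 was at 0.0833 and 0.211, and Sat1 at 0.279 and 0.322. Fmr1 is listed as late-reactivated in Supplementary Data 2, but its ratio was 0.341 in 4 PrE cells and 0.0667 in 5 Epi cells. Of the 32 late-reactivated genes of that table, 31 were higher in Epi than in PrE cells, Fmr1 being the exception. Their mean ratio per embryo was 0.0902 ± 0.0400 (SD, n = 7) in the ICM, 0.0692 ± 0.0236 (n = 3) in the PrE and 0.360 ± 0.0494 (n = 2) in the Epi. These classes were defined from the same ratios, so the difference between classes was not tested.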

Genes that showed reactivation only in Epi precursor cells were classified as late-reactivated genes (Fig. 4 and Supplementary Data 2) and confirmed our previous RNA-FISH data (e.g., *Rnf12*, *Kif4*, Fig. 2). 

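A group of genes that includes Hprt, an enzyme gene of purine salvage, Rbmx2, a splicing gene, and Timp1, an inhibitor of matrix proteases, stayed mainly maternal in Epi cells. The paper defines this group by low ratios in all stages, Epi cells included. Of its 21 genes in Supplementary Data 2, 15 had a higher ratio in Epi than in PrE cells. Rbmx2 (0.000679 in PrE, 0.170 in Epi), Ccdc22 (0.000 and 0.160) and Hprt (0.0330 and 0.188) had the largest differences. Dusp9 (0.113 in PrE, 0.000 in Epi), Fmr1nb (0.0688 and 0.000) and Timp1 (0.105 and 0.0644) went the other way. The mean ratio of the group was 0.0867 ± 0.00205 (SD, n = 2 embryos) in Epi cells, 0.0408 ± 0.0286 (n = 3) in PrE cells and 0.0404 ± 0.0182 (n = 7) in ICM cells.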

Interestingly, some genes, classified as ‘very late reactivated’, still appear to be repressed on the Xp, even at E4.0. 

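Pdha1, which encodes a subunit of pyruvate dehydrogenase, was read mainly from the maternal copy in PrE and Epi cells. In 13 PrE cells, 4.43% of the Pdha1 reads were paternal on average, and 1 of the 13 cells was above 20%. In Epi cells the mean of Pdha1 was 17.9%, with 4 of 10 cells above that limit. ICM cells had a mean allelic ratio of 0.122 for Pdha1 (14 cells, SD between embryos 0.0798). In TE cells the ratio of Pdha1 was 0.339 ± 0.403 (SD, n = 3 embryos), with 1 of 3 cells above 0.20, so it was not uniformly silent there. Sequencing reads mature RNA, whereas RNA-FISH detects the RNA at the site of transcription. Pdha1 lies 56.7 Mb from Xist.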

In the case of *Pdha1*, this gene was found to be reactivated in about 40% of ICM cells at E4.0 by RNA-FISH (Fig. 2c), compared to 4% of paternal expression in PrE and 18% in Epi, by scRNAseq (Supplementary Data 2). This could be explained by differences between nascent (RNA-FISH) and mature RNA (scRNAseq) for this gene, if the levels of paternal messenger RNA (mRNA) are not yet high enough for scRNAseq detection even though the gene has begun to be transcribed.

The above data show that X-chromosome reactivation can initiate for some genes independently of loss of Xist RNA coating and before lineage segregation at E3.5 (Figs. 2a, c and 4). However, in the Epi precursor cells at E4.0, a higher percentage of biallelic X-linked genes was always observed in absence of Xist RNA (Fig. 5a). Indeed *Xist* expression level and the percentage of biallelically expressed X-linked genes were anti-correlated (*R* = −0.47, *p* = 0.0018, Spearman correlation). 

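The level of Xist RNA and the percentage of biallelic X-linked genes were inversely related over ICM embryos, a relation that depended on embryo 11, whereas PrE cells, with a lower median Xist RPRT (6.27) than ICM cells (17.0), did not have more biallelic genes. Over the means of 7 ICM embryos, Pearson's r between the log10 level of Xist and the percentage of biallelic genes was -0.891 (exact two-sided permutation p = 0.0105) and Spearman's rho was -0.786 (exact permutation p = 0.0480). This was the only relation between measures tested in this way. Without the 2 embryos farthest from the median Xist level, r was -0.387. It did not pass for ratios above 0.15 and below 0.85, the limits in the paper's Methods (r = -0.578, exact permutation p = 0.174), or without embryo 11 (r = -0.665, exact permutation p = 0.142). The embryo with the highest percentage, embryo 11, is a single ICM cell with a Xist RPRT of 0.0339 and 53.0% biallelic genes, and it is the ICM cell whose lineage score lay in the range of Epi cells. Over the 6 ICM embryos with cells made for this paper, r was -0.853 (exact permutation p = 0.0264) and rho -0.829 (exact permutation p = 0.0583), and r was -0.0716 without the 2 farthest embryos. The 3 ICM cells of the earlier study are too few for a value of their own. Among single ICM cells, that with the highest percentage (60.0%, embryo 12) still had a Xist RPRT of 4.11, while the ICM cells with Xist below an RPRT of 1 had 51.1% and 53.0%. Computed over all 40 cells as the paper did, rho was -0.621, and -0.419 without embryo 14, which gave 16 of the cells. This pooled value is a description only, since Epi cells form a group of their own. Within classes, rho was -0.695 over 14 ICM cells and 0.412 over 13 PrE cells, which are not independent.

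**Figure D2:**
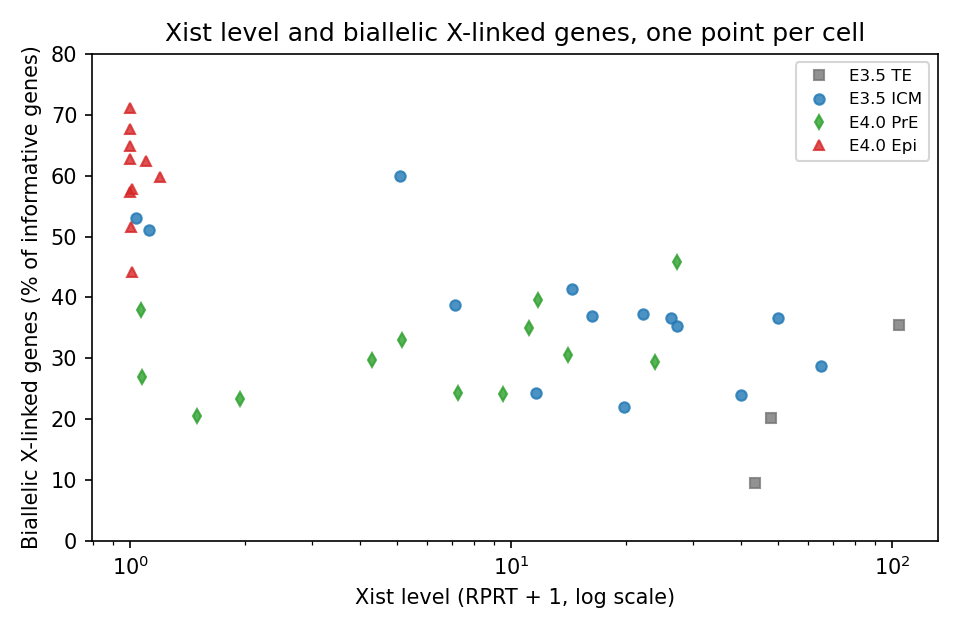
Xist level (horizontal axis, RPRT + 1 on a log scale) and percentage of biallelic X-linked genes (vertical axis), with a point for each cell and a symbol for each class. Epi cells gather at the left, with a Xist RPRT of at most 0.194.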

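Many early-reactivated genes had a lower allelic ratio in PrE than in ICM cells, among them Cul4b, a ubiquitin ligase scaffold, and Dkc1, a gene of telomerase and RNA modification. Of the 26 genes of this class in Supplementary Data 2, 20 had a lower mean ratio in PrE than in ICM cells, as did 17 of 28 late-reactivated genes, 13 of 20 very late-reactivated genes and 14 of 30 escapees. The early-reactivated class was chosen by the paper for a ratio above 0.20 in ICM cells, which by itself favours a lower value elsewhere. Of the 26 genes, 8 were above 0.20 in ICM cells and at or below 0.20 in PrE cells, namely Cul4b, Dkc1, Eif1ax, G6pdx, Mpp1, Prps1, Tsr2 and Ubl4a. In 0 genes were all ICM embryos above 0.20 and all PrE embryos at or below it. Cul4b was at 0.389 in 10 ICM cells and 0.123 in 7 PrE cells, and Dkc1 at 0.271 in 14 and 0.184 in 13 cells. Nkap, a regulator of transcription, was at 0.518 in ICM and 0.630 in PrE cells. The mean of the group per embryo was 0.351 ± 0.0953 (SD, n = 7) in the ICM and 0.274 ± 0.0283 (n = 3) in the PrE. This difference is smaller than the SD between ICM embryos, of which the lowest was at 0.208 and the highest at 0.510.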

Taken together, our data suggest that some genes (*n* = 26 out of 116) undergo X-chromosome reactivation independently of Xist RNA and H3K27me3 loss, and that their expression fluctuates between early and mid ICMs, with many of them being re-silenced in the PrE lineage. On the other hand, the majority of X-linked genes become reactivated later (E4.0), solely in Epi precursor cells in which pluripotency factors such as Nanog are expressed, and Xist RNA and H3K27me3 enrichment are lost (Figs. 2, 4 and 5).

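The paternal copies of early-reactivated genes and of many escapees were read more in Epi than in PrE cells. The early-reactivated genes averaged 0.459 ± 0.0101 (SD, n = 2 embryos) in Epi cells, and 22 of the 26 were higher in Epi than in PrE cells. Hccs, a gene of cytochrome maturation, was at 0.247 in PrE and 0.711 in Epi cells. Pola1 (0.419 in PrE, 0.288 in Epi), Slc6a8 (0.465 and 0.404) and Nkap (0.282 in Epi) were lower in Epi cells. Escapees averaged 0.352 ± 0.0288 (n = 3) in PrE and 0.471 ± 0.0345 (n = 2) in Epi cells, with 24 of 33 higher in Epi cells. Yipf6 (0.276 and 0.880), Ikbkg (0.253 and 0.608) and Slc35a2 (0.324 and 0.667) had the largest differences among escapees, and Porcn (0.447 and 0.151) was lower in Epi cells. Xlr3a was at 0.000 in 8 Epi cells and 10 PrE cells. From the ratios in both E4.0 classes and the imaging of Xist RNA and H3K27me3, the paper proposes that most X-linked genes open late and in Epi precursors alone.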

**Fig. 5:**
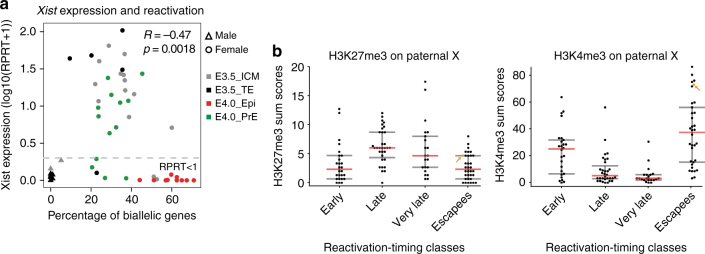
Link between Xist expression, epigenetic landscapes and Xp reactivation. **a** Anti-correlation is shown between the level of Xist expression and the number of biallelically/reactivated and informative X-linked genes in scRNAseq (Spearman correlation). Male E3.5 single cells have been added and used as control for *Xist* expression and X-linked gene parental expression. Genes with level of expression as (RPRT <1) are considered as non-expressed in our samples. **b** Enrichment of H3K27me3 and H3K4me3 on paternal X-chromosome obtained from Zheng et al.^38^ shows significant differences (by Wilcoxon test) between early and escapee reactivation-timing classes compared to late and very late. Low cell chromatin immunoprecipitation sequencing (ChIPseq) have been performed with ICM cells of pre-implantation embryos (pooled between E3.5–E4.0) after immunosurgery of the ICM^38^. Activated genes show an excess of H3K4me3 and repressed ones an enrichment of H3K27me3. *Xist* is highlighted with an orange arrow. Early vs. late (*p* = 2.29 × 10^−4^ for H3K27me3 and *p* = 1.63 × 10^−3^ for H3K4me3) and very late (*p* = 2.51 × 10^−2^ for H3K27me3 and *p* = 3.95 × 10^−4^ for H3K4me3) and escapees vs. late (*p* = 1.95 × 10^−6^ for H3K27me3 and *p* = 2.09 × 10^−7^ for H3K4me3) and very late (*p* = 7.33 × 10^−3^ for H3K27me3 and *p* = 6.73 × 10^−8^ for H3K4me3) by Wilcoxon test

**Fig. 6:**
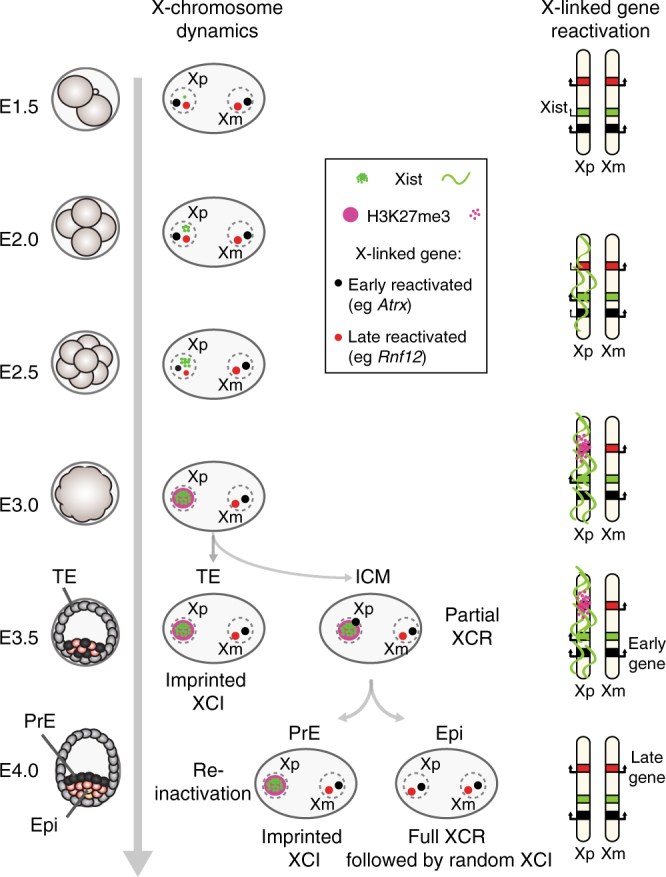
Representation of Xp reactivation and different X-linked gene behaviours. Scheme of imprinted XCI, followed by reactivation in the ICM of the blastocyst. Xp silencing is triggered by the long non-coding Xist RNA, followed by H3K27me3 recruitment. At the early blastocyst stage (E3.5), imprinted Xp is maintained in TE, when some genes are already showing reactivation in the ICM, independently of Xist (early-reactivated genes). Those early genes are lowly enriched in H3K27me3 marks and highly enriched in H3K4me3 on their paternal allele compared to the later reactivated ones. A few hours later, when ICM cells are divided into PrE and Epi cells, Xp reactivation appears to be nearly complete only in the future epiblast cells, (based on loss of Xist coating and H3K27me3). In PrE, some early-reactivated genes have already been silenced again. This suggests a fluctuation of early-reactivated genes with different epigenetic memory requirements between early- and late-reactivated genes. *TE* trophectoderm, *PrE* primitive endoderm, *ICM* inner cell mass, *Epi* epiblast

### Differential TF binding and H3K27me3 enrichment on the Xp

Next, we set out to identify the features that are associated with the different categories of genes along the X as defined by their reactivation kinetics (early, late and very late or escapees). First, we assessed whether the timing of reactivation could be linked to the kinetics or efficiency of silencing of a particular gene^7^. Correspondence analysis revealed that kinetics of X-linked gene reactivation does not mirror the kinetics of silencing (Supplementary Fig. 2a). Timing of reactivation is not simply about the lapse of time since silencing was initiated, nor about the location of a gene along the X chromosome (Supplementary Fig. 2b). 

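Early-reactivated genes lay at all distances from Xist, and the distance did not separate them from genes that open later. The median distance from Xist was 42.3 Mb for 26 early-reactivated genes, 32.4 Mb for 32 late-reactivated genes and 35.9 Mb for 21 very late-reactivated genes. Within 10 Mb of Xist lay 4 early-reactivated, 11 late-reactivated and 2 very late-reactivated genes. A permutation test of the Kruskal-Wallis statistic over genes gave p = 0.478 (0.491 after adjustment over 2 properties, the distance and the expression level), where genes are not independent replicates. Gene starts were taken from Supplementary Data 2 and compared with an annotation of the same build (GRCm38, called mm10), in which all 116 genes matched by Ensembl identifier and 111 started within 10 kb.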

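The early-reactivated Atrx lies close to Xist, among genes that reactivate later. On chromosome X of GRCm38, Atrx extends from 105797615 to 105929403, 2.39 Mb from Xist. Its mean allelic ratio over 5 ICM embryos was 0.531, with a range of 0.000 to 0.929 between embryos. Rlim, 0.497 Mb from Xist, and Kif4, 2.80 Mb from it, are late-reactivated genes at similar distances.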

Although a slight tendency was observed for late- and very late-reactivated genes to be in close proximity of the *Xist* locus, *Atrx* and *Abcb7* genes are both silenced early, lie close to the *Xist* genomic locus and yet are also reactivated early^7,9,31^. Furthermore, our previous work revealed that although early silenced genes preferentially lie inside the first *Xist* ‘entry’ sites as defined by Engreitz et al. in embryonic stem cells (ESCs), the late- and very late-reactivated genes failed to show any significant correlation with *Xist* entry sites (Supplementary Fig. 2c)^7,37^. Gene expression level was also not found as an obvious predictor of early or late reactivation (Supplementary Fig. 2d). 

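Strongly and weakly expressed genes were found in each class of reactivation. The early-reactivated Eif1ax was at 176 ± 89.8 CPM (SD, n = 7 embryos) in the ICM and the early-reactivated Ubl4a at 22.8 ± 17.1 CPM. The late-reactivated Rlim was at 175 ± 84.9 CPM and the very late-reactivated Pdha1 at 148 ± 31.8 CPM. As log2(RPRT + 1) averaged over the 14 ICM cells, the median was 4.77 for early-reactivated, 4.56 for late-reactivated and 3.75 for very late-reactivated genes. The same test as for the distance from Xist gave a permutation p = 0.491 over these genes, and 0.491 after adjustment over both properties.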

We thus hypothesize that late- and very late-reactivated genes may have acquired an epigenetic signature that prevents their rapid reactivation in early ICM. Early-reactivated genes on the other hand might become expressed more rapidly due to specific transcription factors (TFs) overriding their silent state.

To test these hypotheses, we first examined recent allele-specific ChIPseq data for H3K27me3 and H3K4me3 in ICMs (pooled between E3.5–E4.0)^38,39^. We compared enrichment for H3K27me3 (left) and H3K4me3 (right) across their transcription start site (TSS) in our different reactivation-timing groups (Fig. 5b). We found a clear and significant enrichment of H3K27me3 on the Xp but not on the Xm of late- and very late-reactivated genes compared to early-reactivated genes (respectively *p* = 2.29 × 10^−4^ and *p* = 2.51 × 10^−2^ by Wilcoxon test) and escapees (respectively *p* = 1.95 × 10^−6^ and *p* = 7.33 × 10^−3^ by Wilcoxon test) (Fig. 5b, left and Supplementary Fig. 2e, left). Moreover, early-reactivated genes and escapees are statistically enriched in the H3K4me3 histone mark compared to late (respectively *p* = 1.62 × 10^−3^ and *p* = 2.09 × 10^−7^) and very late genes (respectively *p* = 3.95 × 10^−4^ and *p* = 6.73 × 10^−8^) (Fig. 5b, right and Supplementary Fig. 2e, right). As expected, we confirmed that H3K4me3-highly enriched genes are globally more highly expressed than lowly enriched genes (Supplementary Fig. 2f). However, as no association was found between a high level of expression and early reactivation (Supplementary Fig. 2d), we hypothesize that paternal enrichment of H3K4me3 could simply be a consequence of biallelic expression of early-reactivated genes. Altogether, this reveals that different groups of genes display rather divergent histone marks at the time of X-chromosome reactivation (Fig. 6).

To explore the second hypothesis, that some TFs, including pluripotency factors, might drive expression from the Xp of early-reactivated genes, we first analysed the correlation or anti-correlation between gene expression genome-wide and the degree of X-linked gene reactivation in female single cells (Supplementary Data 3, see Methods section). As expected based on previous observations, Xp chromosome reactivation correlates with expression of pluripotency factors (e.g., Esrrb, Sox2, Nanog, Oct4 and Prdm14) and anti-correlates with PrE differentiation factors, such as Gata4, Sox17 and Gata6^5,6,15,16^. 

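Sox2 and Nanog, which encode pluripotency factors, rose with the percentage of biallelic X-linked genes over embryos, and the trophectoderm factors Gata2 and Elf3 fell. The paper correlated expression with this percentage over single cells, whereas here counts summed per embryo and class were fitted in edgeR on the mean percentage of the 15 sums. Slopes are log2 changes per 10 percentage points. At an adjusted p of 0.05, 113 genes were associated, of which 73 rose and 40 fell. This number was 12 with a stricter filter and ranged from 35 to 244 when single embryos were left out. Sox2 had a slope of 1.89 (standard error 0.33, adjusted p = 0.00817) and Nanog a slope of 1.35 (standard error 0.27, adjusted p = 0.0174). Esrrb (adjusted p = 0.217), Prdm14 (slope 2.37, adjusted p = 0.0719) and Pou5f1, which encodes Oct4 (slope 0.24, adjusted p = 0.797), did not pass. The slopes of Gata4 (-2.28, adjusted p = 0.440) and Gata6 (-2.02, adjusted p = 0.276) were negative and did not pass either. Of 23 genes of epiblast and pluripotency, 4 passed over all genes and 10 when adjusted over the list alone, and camera gave an adjusted p = 3.7e-14, which held with an estimated correlation (adjusted p = 0.00261). Among all genes, the amino acid transporter gene Slc7a3 (slope 2.36), Morc1 (2.04) and the threonine dehydrogenase gene Tdh (1.89) were among the largest rises, and Gata2 (-3.76), Lrrfip1 (-2.57), Elf3 (-2.21) and the sphingomyelinase gene Smpd1 (-1.60) among the largest falls. The classes differ in both percentage and lineage, and with class as a covariate 0 genes passed in edgeR (1300 at an unadjusted p under 0.05), as within the 7 ICM sums (0 genes, 530 unadjusted). With class as a covariate, the slopes of Sox2 (1.88, standard error 0.42) and Nanog (1.29, standard error 0.42) kept most of their size without passing, while those of Slc7a3 (0.78, standard error 0.76) and Elf3 (-0.77, standard error 0.55) shrank. Described over 40 cells, Pearson's r of log2(RPRT + 1) was 0.697 for Sox2, 0.645 for Esrrb, 0.591 for Nanog, 0.573 for Prdm14 and 0.272 for Pou5f1. It was -0.774 for Gata6, -0.573 for Gata4 and -0.475 for Sox17. From correlations of this kind, the paper states that reactivation goes with pluripotency factors and runs against PrE factors.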

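Trim28, which recruits H3K9 methyltransferases, rose with the percentage of biallelic X-linked genes, with a slope of 0.41 per 10 percentage points (standard error 0.10, adjusted p = 0.0432 from edgeR), a call made in 8 of 24 alternatives. Kdm3a, which removes H3K9 methylation, had a slope of 1.34 (adjusted p = 0.133), and Ezh2, which writes H3K27me3 as part of the complex PRC2, one of 0.66 (adjusted p = 0.163). Of 18 genes for H3K9 methylation, 1 was called over all genes and 3 when adjusted over the list alone. The set test camera gave this list an adjusted p = 1.7e-04, which became an adjusted p = 0.0742 with an estimated correlation. Of 13 genes of PRC2 and H3K27 demethylases, 0 were called either way. Of 19 tested genes of PRC1, 0 were called over all genes and 3 when adjusted over the list alone, with Phc1 at 0.97 (adjusted p = 0.123) and Kdm2b at 0.63 (adjusted p = 0.0883). Of 12 genes of DNA methylation and of 18 genes for Xist RNA effectors and the X-inactivation centre, 0 were called. Between Epi and PrE cells, camera called the PRC2 list (adjusted p = 0.00848) and the H3K9 list (adjusted p = 2.8e-04) as higher in Epi cells, but neither call held with an estimated correlation (adjusted p = 0.0592 and 0.0647). Jarid2, a member of PRC2, had a log2 fold change of 2.46 in Epi over PrE cells (adjusted p = 0.581 from edgeR). The ontology analysis of the paper was not repeated, because the copy of Supplementary Data 3 used here holds the first 1998 of 20862 genes.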

Intriguingly, a gene ontology analysis of the top correlated genes (*q* values <0.005) revealed that epigenetic modifiers are over represented (Supplementary Fig. 2g). This suggests that they may play a role in reprogramming epigenetic landscapes, including some loci on the Xp. This hypothesis will be further explored later.

We next examined previously published data sets of TF-binding sites in mouse ESCs and their TF-gene-associated score as calculated by Chen et al.^40^ (see Methods section). In particular, we analysed the occurrence of fixation sites at X-linked genes for pluripotency factors involved in the Epi or mouse embryonic stem cell (mESC) state (Nanog, Esrrb, Klf4, Oct4, Sox2, Tcfcp211). Half of the X-linked genes, independent of their kinetics of reactivation and including escapees, presented at least one binding site for these pluripotency factors (Supplementary Fig. 3a). Their expression might be partially regulated by these factors^15,16^, but the binding of these factors alone cannot explain the behaviour of early-reactivated genes. We next analysed Myc family-binding sites, as Myc expression was also found associated with X-chromosome reactivation, though to a lesser degree than pluripotency factors (Supplementary Data 3). Myc factors are expressed in early and mid ICM cells and there is a slight but significant association between high expression of *Myc* and *Mycl* genes and high rate of X-linked gene reactivation (Supplementary Fig. 3b). 

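Myc and Mycl, which encode related transcription factors that promote growth, were found in ICM cells at different levels. Myc was above an RPRT of 1 in 14 of 14 ICM cells and Mycl in 7 of 14. Myc was at 76.6 ± 74.3 CPM (SD, n = 3 embryos) in TE, 51.3 ± 38.3 (n = 7) in ICM, 22.6 ± 4.04 (n = 3) in PrE and 65.3 ± 41.4 CPM (n = 2) in Epi cells. Mycl was listed at 0 in TE cells and was at 8.12 ± 13.2 CPM in ICM and 4.35 ± 0.301 CPM in Epi cells. Mycn was at 251 ± 319 CPM in TE cells and 11.5 ± 20.3 CPM in ICM cells. Against the percentage of biallelic genes, Myc had a log2 slope of 0.38 per 10 percentage points (standard error 0.34, adjusted p = 0.753 from edgeR) and Mycl one of 0.08 (standard error 0.82, adjusted p = 0.988), so neither passed over the 15 sums. When single embryos were left out, the slope of Mycl ranged from -0.19 (without embryo 2) to 2.23 (without embryo 14). Pearson's r over 40 cells, which are not independent, was 0.396 for Myc and 0.229 for Mycl, and the paper's values in Supplementary Data 3 are 0.380 and 0.343. Of 10 tested genes of the Myc family list, 0 were called over all genes, and when adjusted over the list alone 0 passed with the percentage, while 2 were higher and 1 was lower in ICM than in TE cells.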

We therefore analysed for the presence of Myc family-binding sites (Myc- and Mycn-binding sites from Chen et al.^40^). Both escapees and early-reactivated genes showed a similar enrichment for Myc factor-binding sites compared to other X-linked and autosomal genes (Supplementary Fig. 3c). In comparison, late- and very late-reactivated genes were significantly depleted in Myc-binding sites, when compared to early-reactivated genes, escapees but also genome-wide (*p* < 0.0001 by Kruskal–Wallis). Myc TFs play a role in induced pluripotent stem cell (iPS) reprogramming^41^ and have also been linked with a hypertranscribed state, described in ESCs and Epi^42^. Thus, early-reactivated X-linked genes and escapees may well be more efficiently targeted for reactivation on the silenced paternal X by the Myc TF family in early ICM, compared to late and very late genes that have fewer Myc-binding sites and would therefore be less responsive to these TFs.

In conclusion, the early reactivation of some X-linked genes, even prior to global loss of Xist RNA coating and H3K27me3 enrichment at E3.5, may be partly due to transcriptional activation by the Myc TF family, a local lack of H3K27me3 and an enrichment of H3K4me3. On the other hand, the majority of genes that are reactivated later show reduced numbers of Myc-binding sites as well as higher H3K27me3 enrichment and lower H3K4me3. This suggests there may be differences between early- and late-reactivated genes in epigenetic memory states and responsiveness to some TFs.

### Involvement of UTX in efficient reactivation of late genes

The above findings (Figs. 2 and 5) support a dependency between late- and very late-reactivated genes on loss of Xist and H3K27me3 enrichment from the Xp. To explore the hypothesis that epigenetic marking via H3K27me3 might play a role in the resistance of some genes to early Xp reactivation, we decided to try an impair H3K27me3 removal during the reactivation process. To do so, we produced peri-implantation (E4.5, *n* = 30–55 cells per ICM) embryos lacking the X-linked histone demethylase UTX, which is reported to be specific for H3K27 demethylation^20–22^ and may promote reprogramming^24^. 

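Kdm6a, also called Utx, encodes an enzyme that removes methyl groups from H3K27, and its mean level was lowest in TE cells. Kdm6a was at 7.04 ± 6.39 CPM (SD, n = 3 embryos) in TE cells, 29.4 ± 19.7 CPM (n = 7) in ICM cells, 31.7 ± 14.5 CPM (n = 3) in PrE cells and 24.8 ± 5.28 CPM (n = 2) in Epi cells. The log2 fold change of Kdm6a in ICM over TE cells was 2.06 (standard error 1.33, adjusted p = 0.314 from edgeR), so the difference did not pass the test. Of single cells, 2 of 3 TE cells, 12 of 14 ICM cells, 11 of 13 PrE cells and 9 of 10 Epi cells had Kdm6a above an RPRT of 1. The gene lies on the X chromosome and escapes inactivation in many tissues. Its mean allelic ratio was 0.528 in 9 ICM cells, 0.428 in 8 PrE cells and 0.356 in 5 Epi cells, and no TE cell gave a ratio. Kdm6b, the related enzyme gene on an autosome, was at 37.6 ± 39.2 CPM in TE and 20.6 ± 9.35 CPM in ICM cells.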

Interestingly *Utx* is expressed in pre-implantation embryos and its expression remains high in early and mid ICM when it is down-regulated in TE, in which Xp inactivation is maintained (Supplementary Fig. 4a). Homozygous knockout *Utx* ^*FDC/FDC*^ female embryos were obtained after matings between *Utx* ^*FDC/Y*^ studs (knockout males) and *Utx* ^*FD/+*^; or *Utx* ^*FD/FD*^;*GDF-9iCre* females (Fig. 7a) (the GDF-9-driven Cre enables efficient recombination in the maternal germ line)^30^. Absence of UTX protein was validated by immunofluorescence at late blastocyst stage (E4.5) (Supplementary Fig. 4b). Our aim was to assess if loss of Utx correlates with a prolonged accumulation of H3K27me3 at the inactive X, and its impact on the transcriptional status of late- or early-reactivated genes. We performed immunostainings on E4.5 control, heterozygous and mutant female ICMs (Fig. 7b, c). H3K27me3 enrichment on the Xp was retained in significantly more cells in *Utx* mutants compared to controls or heterozygous (respectively 73% vs. 50% and 52%, *p* = 0.0002, Kruskal–Wallis (KW) test). Furthermore a significantly higher proportion of Xist-negative cells with a H3K27me3 enrichment was found in the mutant (5.1% vs. 0.7% in controls, *p* = 0.0067, KW test, Fig. 7c, d). Altogether, our results are supportive of a scenario whereby UTX might be actively involved in removal of H3K27me3 from the Xp, following Xist downregulation. When X-linked gene expression was assessed in the *Utx* mutants, biallelic expression could be found with a corresponding absence of Xist, even in cells remaining H3K27me3-positive (Supplementary Fig. 4c, d). To explore the impact on gene reactivation further, we performed RNA-FISH on several late- or very late-reactivated genes (*Kif4*, *Rnf12* and *Pdha1*), as well as on early-reactivated genes (*Abcb7* and *Atrx*). Strikingly, late-gene reactivation was always lower in the mutant E4.5 ICMs compared to controls (about 50% decrease in *Utx* mutants, Fig. 7e). Furthermore, this decrease correlated with the increase in H3K27me3-positive cells in mutants. On the other hand, *Abcb7* and *Atrx* reactivation rates did not appear to be affected in *Utx* mutants. Thus early-reactivated genes do not appear to be sensitive to the lack of UTX and increase of H3K27me3 in ICM, supporting their H3K27me3-independent reactivation mechanism, as suggested by their depletion in local H3K27me3 enrichment (Fig. 5b).

**Fig. 7:**
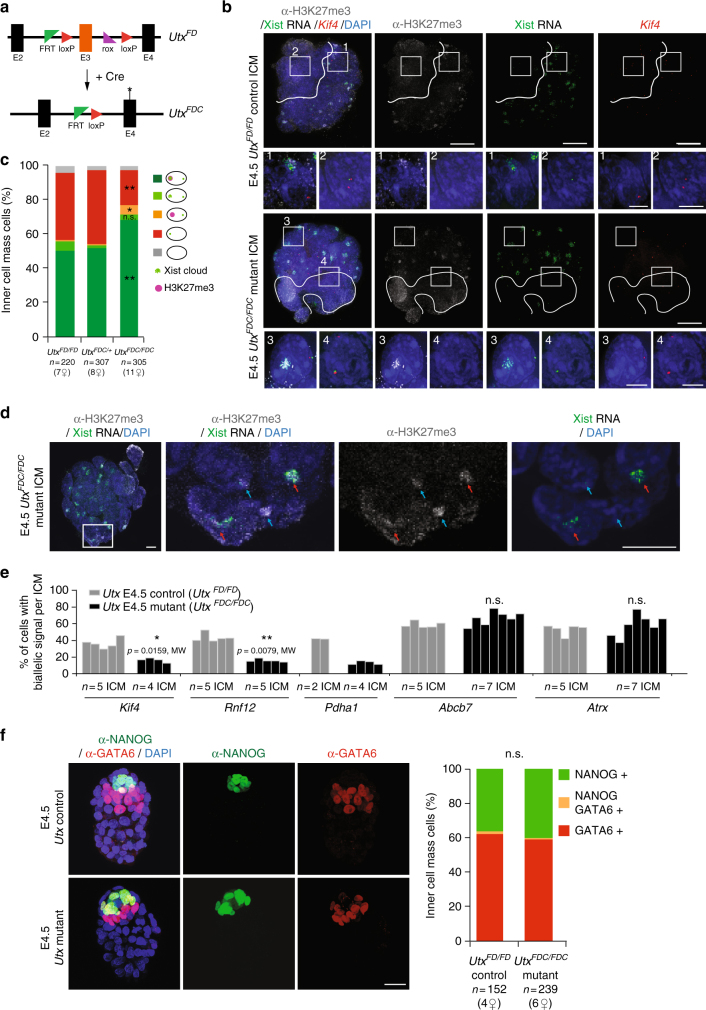
UTX is required for proper reactivation of late-reactivated genes. **a** Conditional *Utx* allele: FD = Flp and Dre-recombined conditional allele. Recombination of the third exon of *Utx* by Cre expression gives a knockout FDC allele. **b** Individual *Utx* control and mutant female ICMs analysed by immunolabelling with H3K27me3 (grey), combined with Xist (green) and *Kif4* (red) RNA-FISH in late blastocysts (scale bar 20 µm). Cells below the white line illustrate the cluster of cells that have lost Xist coating and H3K27me3 enrichment on the Xp and are presumably the epiblast. Enlarged nuclei are shown for not reactivated (1, 3) and reactivated cells (2, 4) (scale bar 5 µm). **c** Mean of ICM cells showing enrichment of H3K27me3 on the Xist RNA-coated X-chromosome from E4.5 control *(Utx* ^*FD/FD*^), heterozygous *(Utx* ^*FDC/+*^ *)* and mutant (*Utx* ^*FDC/FDC*^) female blastocysts. Below the graph, the total cell number analysed is indicated, followed by the number of females in brackets. *p* value <0.0057 (**), <0.0018 (**) and <0.021 (*) between control and heterozygous vs. mutant, respectively, for H3K27me3-Xist-negative cells, H3K27me3-Xist-positive cells and H3K27me3-positive, Xist-negative cells, by two-sided Dunn’s test. **d** Example of *Utx* mutant female ICM analysed by immunolabelling with H3K27me3 (grey), combined with Xist RNA (green) at late (E4.5) blastocyst stage. Red and blue arrows pointed cells, respectively, with both Xist and H3K27me3 enrichment and only H3K27me3 enrichment on the Xp (scale bar 10 µm). **e** Percentage (mean) of cells showing biallelic expression for X-linked genes in ICM of E4.5 control *(Utx* ^*FD/FD*^ *)* and *Utx* mutant (*Utx* ^*FDC/FDC*^) embryos. *Kif4*, *Rnf12* and *Pdha1* are late- or very late-reactivated genes, when *Abcb7* and *Atrx* are early-reactivated genes (Supplementary Data 2). **f** Control *(Utx* ^*FD/FD*^ *)* and mutant (*Utx* ^*FDC/FDC*^) E4.5 blastocysts analysed by immunofluorescence against NANOG (green) and GATA6 (red). DAPI is in dark blue (scale bar 20 µm). Percentage of positive cells for Nanog, Gata6 or both have been summarized as the mean in the graph and total cell number analysed is indicated below, followed by the number of females in brackets. Non-significant (n.s.) by Kruskal–Wallis test. *FDC* Flp, Dre and Cre-recombined knockout allele, *MW* Mann–Whitney non-parametric test

Finally, to exclude the possibility that the apparent interference with X-chromosome reactivation might actually be due to delayed or abnormal development of ICM in *Utx* mutant embryos, leading to an increased proportion of PrE cells, we stained for NANOG (Epi marker) and GATA6 (PrE marker) in both control and mutant E4.5 female ICMs (Fig. 7f). No difference was seen in the total number of cells per ICM (with a mean of 38, 40 and 40 cells per ICM, respectively, for *Utx* ^*FD/FD*^, *Utx* ^*FDC/+*^ and *Utx* ^*FDC/FDC*^) and in the proportions of NANOG (Epi) and GATA6-positive (PrE) cells. Thus, the absence of UTX did not impact on ICM progression, but does impair the efficiency of X-linked gene reactivation in vivo, at least for late-reactivated genes. In summary, our results reveal the existence of different epigenetic memory states during XpCI, with genes that tend to be enriched in H3K27me3 being more sensitive to the requirement for Utx for removal of H3K27me3 and reactivation, than others that are reactivated independently of global Xist and H3K27me3 enrichment.

## Discussion

Transcriptional reactivation of the Xp occurs in the mouse ICM during pre- to peri-implantation development. The extent and nature of this reprogramming process has remained poorly defined until now. Our single-cell analysis of Xp reactivation provides a chromosome-wide map of X-linked gene activity and strong evidence for multiple mechanisms involved in the loss of silencing of X-linked genes. Emergence of ICM, at the blastocyst stage, is a key event during early development. We now know that pluripotency factors such as Nanog will be retained in the Epi precursor cells that will give rise to the embryo-proper and this is where Xp reactivation occurs^5,6,33^. At the early blastocyst stage (E3.5), PrE and Epi precursor cells only begin to segregate and heterogeneity in the expression of specific lineage markers is still noticeable as confirmed in our study (Fig. 3). This initially high degree of cell-to-cell variation in pluripotency and lineage factor expression is lost by E4.0, when two transcriptionally distinct populations of cells can be observed. The pre-Epi cells are characterized by pluripotency genes and loss of *Xist* expression; PrE cells show Xist expression, decreased pluripotency gene expression and enhanced lineage markers such as Gata4 and Gata6.

Early work showed that imprinted XCI remains in extra-embryonic tissues, including derivatives from PrE^3,4^ when Xp reactivation occurs in the pre-Epi^5,6^ and was linked to pluripotency factors, such as Nanog and Prdm14^15,16^. The data we present here suggests that X-chromosome reactivation correlates with Epi differentiation. However, reactivation of some genes is not limited to the future Epi cells but initiates independently of lineage segregation in early blastocysts. Indeed, our data suggest that reactivation of some X-linked genes begins before loss of Xist and H3K27me3 and before the strict emergence of PrE and Epi precursor cells, consistent with a previous report^18^ (Figs. 2 and 4–6). This suggests that Xp reactivation and the pluripotency program can be uncoupled for some genes such as *Atrx*. Importantly, some of the early-reactivated genes then show Xp silencing again in E4.0 PrE. This implies a fluctuation in Xi status between E3.5 and E4.0, rather than a constant maintenance of Xp silencing in the future PrE (Fig. 6). Overall, our study highlights the distinct types of behaviour for different X-linked genes when it comes to X-chromosome reactivation. In the case of late-reactivated genes, reactivation is lineage-specific and restrained to the pre-Epi of the mid blastocyst onwards. Later, gene reactivation shows a strong correlation with the presence of NANOG protein (Fig. 2d) and with loss of Xist expression (Fig. 5a) and H3K27me3 enrichment (Fig. 2a). Moreover, loss of Xist RNA coating is the most predictive factor for biallelic expression of the late-reactivated genes (Supplementary Fig. 4c, d).

Our discovery that there are at least two different categories of X-linked genes in terms of reactivation behaviour is important to better understand X-chromosome reactivation and epigenetic reprogramming in general. Interestingly, level of expression and genomic localization are not obvious predictors of X-linked gene behaviour (Supplementary Fig. 2b, d). Our correlative analyses suggest that the dynamic presence of the Myc family might play a role in facilitating some early-reactivated genes to become re-expressed in ICM cells, and revert to a silenced state in PrE cells (Supplementary Fig. 3). In the search for other TFs potentially involved in early reactivation, we used algorithms for motif discovery (see Methods section). Motif comparison analysis of any over-represented motifs in escapees and early-reactivated genes also revealed a correspondence with the TF YY1 (Ying Yang 1), (*p* value = 0.0002). This motif occurs 2.5 times more frequently in the group of escapees and early-reactivated genes (*n* = 20, 57 promoters), than in the group of late and very late genes (*n* = 7, 49 promoters). YY1 is associated with escapees in human and has previously been described to be co-bound to the same binding sites as MYC in mouse ESCs^43,44^. The precise roles of MYC and YY1 proteins in relation to Xp gene activity merits future exploration.

To better understand the degree to which epigenetic chromatin states might be involved in maintaining inactivity, we studied allele-specific H3K27me3 and H3K4me3 enrichment (Fig. 5b). Distinct patterns of differential enrichment of these histone marks was found for early-reactivated genes and escapees (high K3K4me3 on the Xp) and later-reactivated genes (high H3K27me3 on the Xp). These different epigenetic signatures might underlie the distinct transcriptional behaviours of those genes during Xp reactivation. One hypothesis could be that PRC2 is not recruited to early-reactivated genes, avoiding H3K27me3 enrichment at these loci, which could enable a quick response to TFs such as MYC family and/or YY1 in the early ICM.

On the other hand, presence of H3K27me3 at some loci on the Xp may represent a repressive memory mark that maintains silencing at least in the later-reactivated genes. We also found that erasure of H3K27me3 during X-chromosome reactivation is at least partly an active process, as it is delayed in the absence of the H3K27 demethylase, UTX (Fig. 7). The presence of some ICM cells with complete H3K27me3 erasure in *Utx* knockout could be explained by compensation by other demethylases, such as JMJD3 and/or by passive loss of the repressive mark during cell division, although very few cell divisions occur between E3.5 and E4.5 in ICMs^45^. The interference with the kinetics of H3K27me3 loss on the Xp in *Utx* mutants correlates with a decrease in efficiency of reactivation for late-reactivated genes such as *Rnf12* and *Kif4*, but not for early-reactivated genes such as *Atrx* and *Abcb7*. This provides in vivo evidence that Utx may be involved in facilitating the Xp-reactivation process and important insight into the possible mechanisms involved in X-chromosome reactivation and epigenomic reprogramming in general.

In conclusion, our in vivo analysis of the process of Xp reactivation in the ICM reveals that different genes are reactivated by different mechanisms during ICM differentiation. Epigenetic memory of the silenced state involves H3K27me3 maintenance for some X-linked genes but not all. Furthermore, how and why certain genes appear to be excluded from H3K27me3 enrichment on the inactive X chromosome during XCI, and may thus be more prone to rapid reactivation, remains unknown.

Interestingly, expression of several epigenetic modifiers appeared to correlate with X-chromosome reactivation (Supplementary Data 3 and Supplementary Fig. 2g) such as Kdm3a, Kdm3b and Kdm3c (Jumonji C domain-containing protein that demethylates for H3K9 methylation), but also Kdm2b (H3K36-specific demethylase). 

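Kdm3a, Kdm3b and Jmjd1c (Kdm3c), which encode enzymes that remove methylation of H3K9, and Kdm2b, which brings a Polycomb complex to unmethylated promoters, had higher mean levels in Epi than in PrE cells. Kdm2b was at 475 ± 61.8 CPM (SD, n = 2 embryos) in Epi and 79.3 ± 22.0 CPM (n = 3) in PrE cells, and Jmjd1c at 118 ± 13.2 and 10.5 ± 8.70 CPM. Kdm3a was at 96.3 ± 28.1 CPM in Epi and 6.60 ± 6.07 CPM in PrE cells, and Kdm3b at 96.7 ± 18.5 and 19.1 ± 2.21 CPM. These differences did not pass in edgeR, while Kdm2b and Jmjd1c passed in limma-voom with the replicate block (adjusted p = 0.0129 and 0.0466). Kdm3a was higher in ICM than in TE cells, with a log2 fold change of 6.11 (standard error 1.64, adjusted p = 0.0431 from edgeR), a call made in 9 of 20 alternatives. Over the 15 sums, the slopes of Kdm3b (0.41, adjusted p = 0.434 from edgeR) and Jmjd1c (0.80, adjusted p = 0.195) against the percentage of biallelic genes did not pass. When class was a covariate, the slope of Jmjd1c was -0.16. Described over 40 cells, Pearson's r with this percentage was 0.621 for Kdm3a, 0.501 for Kdm3b, 0.658 for Jmjd1c and 0.505 for Kdm2b. The paper's values in Supplementary Data 3 are 0.622, 0.516, 0.608 and 0.507.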

MacroH2A is enriched on the inactive X chromosome^11^ and its variants (H2afy and H2afy2) are expressed in ICM cells (scRNAseq data, expression table in GEO80810). Thus MacroH2A might also repress X-linked gene reactivation, in a redundant fashion with H3K27me3 marks, or specifically for some genes^46^. Future work will be required to determine whether reactivation of the Xp in the ICM also requires erasure or modification of other chromatin states such as H3K9me2 or MacroH2A. Our findings open up the way for a better understanding of the in vivo requirements for epigenetic reprogramming in general.

## Methods

### Mouse crosses and collection of embryos

All experimental designs and procedures were in agreement with the guidelines from French and German legislations and institutional policies (French ethical committee of animal experimentation: Institut Curie #118 and agreement C75-05-17 for the animal facility, licence number DD24-5131/339/28 for phenotypic analysis of the *Utx* conditional line in the CRTD/BIOTEC animal house).

Mice were exposed to light daily between 7.00 a.m. and 7.00 p.m. Noon on the day of the plug is considered as E0.5. For Figs. 1 and 2, embryos were obtained by natural matings between B6D2F1 (derived from C57BL/6J and DBA2 crosses) females (5–10 weeks old) and males. For the scRNAseq experiments, hybrid embryos were derived from natural matings between C57BL/6J females (5–10 weeks old) crossed with CAST/EiJ males.

To study the absence of Utx in early embryos, females mice carrying heterozygous or homozygous conditional *Utx* alleles (Utx^FD^, described in Thieme et al.^30^) and a Cre-driven by *GDF-9* promoter (GDF9-iCre, described in Lan et al.^47^) have been crossed with *Utx* ^*FDC/Y*^ males (*Utx* ^*−/Y*^ *)*. *Utx* control female embryos (*Utx* ^*FDC/wt*^ and *Utx* ^*FD/FD*^) have been obtained either from the same litters as mutants (from *Utx* ^*FD/wt*^, *GDF-9iCre* females*)* or after matings between *Utx* ^*FD/FD*^ females with *Utx* ^*FD/Y*^ males.

All embryos were collected between pre-implantation and peri-implantation stages (E3.25–E4.5. Embryos have been classified into early (E3.25–E3.5), mid (E3.75–E4.0) and late (E4.25–E4.5) blastocyst accordingly to morphology, timing and number of cells per ICM (respectively *n* = 10–25, *n* = 20–40 and *n* = 30–55 cells per ICM).

### Immunosurgery for isolation of the ICM

Pre-implantation blastocyst embryos at stages up to E3.5 (E4.0 for hybrid embryos) were recovered by flushing the uterus with M2 medium (Sigma). Embryos at E3.75 (E4.25 for hybrid embryos) and later were dissected out from the uterus. The embryos were staged on the basis of their morphology and number of cells per ICM.

When applicable, the zona pellucida was removed using acidic Tyrode’s solution (Sigma), and embryos were washed twice with M2 medium (Sigma). ICM was then isolated from all stage blastocysts by immunosurgery. Briefly, blastocysts without zona pellucida were quickly cultured in anti-mouse red blood cell serum from rabbit (Rockland) for 30 min then in guinea pig complement serum (Sigma) for 15–30 min. Only TE cells were killed and debris carefully removed with a glass pipette^48^.

### RNA-fluorescent in situ hybridization

RNA-FISH on blastocysts was performed using the exon and intron-spanning plasmid probe p510 for *Xist* (and its antisense *Tsix*) and BAC/Fosmid probes for X-linked genes as described in Supplementary Table 1. Probes were labelled by nick translation with SpectrumGreen, SpectrumRed or SpectrumFRed (Abbott Molecular) using manufacturer’s conditions. Before hybridization, probes were precipitated with Cot1 (except for Xist p510 probe), denatured, resuspended in formaldehyde and mixed with 2× hybridization buffer. Fixed embryos were hybridized overnight at 37 °C with labelled probes then washed several times in 2× SSC^9^. Images were acquired using inverted laser scanning confocal microscope with spectral detection (LSM700—Zeiss) equipped with a 260 nm laser (RappOpto), with a 60× objective and 0.2 μm Z-sections or a 200 M Axiovert fluorescence microscope (Zeiss) equipped with an ApoTome was used to generate three-dimensional (3D) optical sections. Sequential *z*-axis images were collected in 0.3 μm steps. ICM obtained from *Utx* ^*FDC/wt*^ females have been PCR-genotyped after image acquisition (details available upon request).

### Immunofluorescence staining

Briefly, after zona pellucida removal, embryos were fixed in 4% PFA for 15 min and permeabilized in 0.2% sucrose, 0.04% Triton X-100 and 0.3% Tween-20 for 15 min at 37 °C. Embryos were then washed in PBStp (0.05% Triton X-100; 1 mg/ml polyvinyl pyrrolidone (PVP; Sigma)) and blocked in 3% FCS before the primary antibody incubation (overnight at 4 °C). The next day, embryos were washed in PBStp and then incubated for 2 h at room temperature (RT) with corresponding secondary antibodies. After washing, embryos were mounted on coverslips with Vectashield containing DAPI (Vector Laboratories, Burlingame, CA)^49^. All the antibodies used in this study are listed in Supplementary Table 1 along with the information on dilution ratios. Images were acquired using inverted laser scanning confocal microscope with spectral detection (LSM700—Zeiss) equipped with a 260 nm laser (RappOpto), with a 60× objective and 0.2 μm Z-sections. Maximum projections were performed with Image J software (Fiji, NIH).

### Immunofluorescence combined with RNA-FISH

After zona pellucida removal, embryos were fixed in 3% PFA for 10 min on coverslips then permeabilized (Triton/VRC/PBS) on ice for 15 min. Embryos were then blocked in PBS/BSA for 15 min at RT, incubated with primary antibodies with RNAase inhibitor (1–2 h at RT) and then secondary antibodies (30 min at RT)^5^. Embryos were then again fixed in 4% PFA for 10 min at RT. RNA-FISH was then performed as mentioned previously. Images were acquired using inverted laser scanning confocal microscope with spectral detection (LSM700—Zeiss) equipped with a 260 nm laser (RappOpto), with a ×60 objective and 0.2 μm Z-sections or a confocal wide-field Deltavision core microscope (Applied Precision—GE Healthcase) with a ×60 objective (1.42 oil PL APO N) and 0.2 μm Z-sections or a 200 M Axiovert fluorescence microscope (Zeiss) equipped with an ApoTome was used to generate 3D optical sections. Sequential *z*-axis images were collected in 0.3 μm steps. Images were analysed using ImageJ software (Fiji, NIH).

ICMs obtained from *Utx* ^*FDC/wt*^ females were PCR-genotyped after image acquisition (details available upon request).

All the antibodies and probes used in this study are listed in Supplementary Table 1 along with the information on dilution ratios.

### Single-cell dissociation from ICMs

To isolate individual cells, we incubated the ICM in TrypLE solution for 5 min (Invitrogen). After incubation, each blastomere was mechanically dissociated by mouth pipetting with a thin glass capillary. Single cells were then washed three times in PBS/acetylated BSA (Sigma) before being manually picked into PCR tubes with a minimum amount of liquid. We either directly prepared the complementary DNA amplification or kept the single cells at −80 °C for future preparation.

### Single-cell RNA amplification

PolyA^+^ mRNA extracted from each single cell was reverse-transcribed from the 3′UTR and amplified following the protocol by Tang et al.^36^ Care was taken to process only embryos and single blastomeres of the highest quality based on morphology, number of cells and on amplification yield (Supplementary Table 1). Additional RT-specific primer for Xist amplification have been added in the lysis buffer, which contains 100 nM universal RT-primer UP1 and 15 nM Xist-specific RT primer ES323 (ATATGGATCCGGCGCGCCGTCGAC(T)_24_ GCAAGGAAGACAGACACACAAAGCA).

Published scRNAseq samples of E3.5 TE and ICM from the same interspecific cross and the reverse cross and amplified following the same method have been added to our analysis (GSE80810; Borensztein et al.^7^).

### Single-cell libraries and deep sequencing

After single-cell amplification, each single-cell gender has been analysed by quantitative PCR for *Xist* and Y-linked genes *Eif2s3y*, *Uty* and *Ddx3y*. Single-cell libraries were prepared from 34 females samples, which have passed quality controls according to the manufacturer’s protocol (Illumina) and were deeply sequenced on an Illumina HiSeq 2500 instruments in single-end 50-bp reads (Supplementary Data 1).

### Quality control and filtering of raw data

Quality control was applied on raw data following the method by Borensztein et al.^7^ Briefly, sequencing reads characterized by at least one of the following criteria were discarded from the analysis:

1. >50% of low-quality bases (Phred score <5).
2. >5% of N bases.
3. At least 80% of AT rate.
4. >30% (15 bases) of continuous A and/or T.

### Estimation of gene expression levels

RNA reverse transcription allowed sequencing only up to an average of 3 kb from the 3′ UTR. To estimate transcript abundance, read counts were thus normalized on the basis of the amplification size of each transcript (retrotranscribed length per million mapped reads, RPRT) rather than on the basis of the size of each gene (RPKM), based on the method by Borensztein et al.^7^ To avoid noise due to single-cell RNAseq amplification technique, only well-expressed genes (RPRT >4) were considered in our allele-specific study. A threshold of RPRT >1 was applied to consider a gene as expressed (Figs. 3, 4 and Supplementary Figs. 3a and 4a). Low-expressed genes were excluded from the analysis in order to avoid amplification biases due to single-cell PCR amplification.

### Allele-specific RNA-seq pipeline

Allele-specific RNA-seq analysis pipeline were adapted from the method by Borensztein et al.^7^ and applied to our data, using the same parameters, parental genomes, annotations and SNPs files. Briefly, we have filtered the single-nucleotide polymorphisms (SNPs) on their quality values (F1 values), thanks to SNPsplit tool (v0.3.0)^50^. A SNP on chr:X 37,805,131 (mm10) in *Rhox5* gene, annotated A for C57BL/6J and G for all other strains (included C57BL/6NJ) was discarded because it was missing in our samples. After reconstruction of both maternal (C57BL/6J) and paternal (CAST/EiJ) genome, allele-specific read alignment was performed with TopHat2 (v2.1.0)^51^ software. The SAMtools mpileup utility (v1.1)^52^ was then used to extract base-pair information at each genomic position. At each SNP position, the numbers of paternal and maternal alleles were counted. The threshold used to call a gene informative was five reads mapped per single SNP, with a minimum of eight reads mapped on SNPs per gene, to minimize disparity with low-polymorphic genes. The allele-specific origin of the transcripts (or allelic ratio) was measured as the total number of reads mapped on the paternal genome divided by the total number of paternal and maternal reads for each gene: allelic ratio = paternal reads/(paternal + maternal) reads.

Genes were thus classified into two categories:

1. Monoallelically expressed genes: allelic ratio value ≤0.15 or ≥0.85.
2. Biallelically expressed genes: allelic ratio value >0.15 or <0.85.

### PCA and hierarchical clustering

Gene count tables were generated using HTSeq software (v0.6.1). Rlog function from DESeq2 R-package (v1.12.2) was used to normalize the raw counts data, with filter thresholds as described^7^. To identify the cell origin of our samples, PCA and hierarchical clustering (Pearson correlation—Ward method) on normalized data of 23 lineage-specific factors (Fig. 3) were performed using plotPCA function from DESeq2 R-package and hclust function implemented in the gplots R-package (v3.0.1), respectively.

### Heatmap of the X-chromosome

Data from informative genes were analysed if the gene was expressed (RPRT >4) in at least 25% of the single cells (with a minimum of two cells except for TE) in a particular developmental stage. To follow reactivation, we decided to focus on genes at least expressed in both PrE and Epi lineages at E4.0 stage. Mean of the allelic ratio of each gene is represented for the different stages. Same list of genes was used for all heatmaps (116 genes). Only single cell from the same interspecific cross have been used (C57BL/6J females × CAST/EiJ males, mentioned as BC cross below) as different genes could follow different kinetics in a strain-specific manner^7^.

### Definition of the timing of reactivation

A minimum of 20% of expression from the Xp has been used as a threshold to call a gene as reactivated in the female samples. Adapting the method used in Borensztein et al.^7^, we have automatically associated X-linked genes that become biallelic in the ICM at E3.5 (allelic ratio ≤0.15 in TE or inactivated at the same stage in Borensztein et al.^7^ and >0.20 in ICM at E3.5) stage to early-reactivated gene class and in the Epi at E4.0 stage to late-reactivated gene class (allelic ratio equals NA or in TE, NA or ≤0.20 in ICM at E3.5 and >0.20 in Epi at E4.0). X-linked genes showing very late reactivation (0.15 ≤ allelic ratio in TE at E3.5 and 0.2 ≤ allelic ratio in other stages) in all stages are categorized as not yet reactivated genes. Finally, the last group represents genes that are escaping imprinted Xp inactivation (allelic ratio >0.15 in all stages, or NA at E3.5 and allelic ratio >0.15 in the other stages). Some genes could not be associated to a gene class due to several missing values in the decisive stages, however, classes have been associated to them if RNA-FISH data was available or in case of imprinted genes (e.g., *Xlr3a* and *Xist* classed as ‘others’).

### Correlation between autosomal and X-linked gene expression

Correlation and anti-correlation between gene expression levels (autosomes and X chromosomes) and percentage of X-linked gene reactivation (allelic ratio >0.2 for X-linked genes) was measured by Pearson correlation and Benjamini–Hochberg correction and are provided in Supplementary Table 3. BC and CB (reverse cross) (only for E3.5 TE) female single cells have been used in this analysis.

Gene ontology has been made for the top correlated genes (*q* value <0.05) with the Gene Ontology Project^53^ and AMigo software^54^.

### Allele-specific H3K27me3 and H3K4me3 ChIPseq analysis

H3K27me3 and H3K4me3 enrichments in ICM were taken, respectively, from Zheng et al.^38^ and Zhang et al.^39^ Bed files of either maternal or paternal chromosomes for both marks were used to assess the enrichment of either marks at 5 kb around their TSS. For genes having several TSS, position of start (for gene on the +strand) or end (for genes on the −strand) of the gene were taken. Score for each 100-pb window containing enriched marks were summed (by Custom R scripts (R Core Team (2015). R: a language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria https://www.R-project.org/)). For genes whose length was below 5 kb, gene size was taken as window. Distribution of gene size for each group was not significantly different.

### TF-binding sites analysis

Nanog, Oct4, Sox2, Myc, Mycn, Klf4, Esrrb and Tcfcp2l1 binding sites and their TF-gene-associated score for each gene were taken from ChIPseq experiments in mouse ESCs, previously published in Chen et al.^40^ The TF-gene-association score was calculated by Chen et al.^40^, between each pair of gene and TF, from 0 to 1, with a higher score linked to a higher probability of the gene to be a direct target of the TF. For pluripotency factor analysis (Supplementary Fig. 3b), Nanog, Oct4, Sox2, Klf4, Esrrb and Tcfcp2l1 scores have been summed for each X-linked gene of the different reactivation-timing groups (Supplementary Data 2). In Supplementary Fig. 3c, Myc and Mycn scores have been summed. Mycl sites were not analysed in Chen et al^40^.

### Motif discovery analysis

RSAT oligo-analysis^55^ was used to search for over-represented motifs in promoters (−700/+299 nts relative to TSS) of X-linked genes in escapees, early-, late- and very late-reactivation classes. Since the number of genes per class is too low to obtain high confidence results, we pooled genes by similar behaviour, with escapees and early-reactivated genes in one group and late and very late in another one. One non-repetitive motif was found over-represented in the first group. This motif was compared to a database of known TF motifs using Tomtom (MEME Suite)^56^ and only one correspondence was found with *E* value <1, that of the TF YY1 motif (*p* value = 0.0002, *E* value = 0.27, *q* value = 0.54). FIMO (MEME Suite)^56^ was used to determine the occurrences of this motif in each group of genes, and only matches with a *p* value <0.0001 were considered.

### Statistics section

Kruskal–Wallis and post hoc test were used to analyse non-parametric and unrelated samples.

The statistical significance has been evaluated through two-sided Dunn’s multiple comparison test with Benjamini–Hochberg correction and Kruskal–Wallis analysis of variance. *p* values are provided in the figures, figure legends and/or main text. Enrichment of histone marks has been evaluated thanks to non-parametric Wilcoxon test.

### Data availability

The Gene Expression Omnibus (GEO) accession number for the scRNAseq data produced in this paper is GSE89900. Public data sets for scRNAseq and ChIPseq used in the manuscript are, respectively, GSE80810 and GSE76687 (H3K27me3), GSE71434 (H3K4me3), GSE11431 (pluripotency factors). All other data and codes for allelic mapping are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Contribution of epigenetic landscapes and transcription factors to X-chromosome reactivation in the inner cell mass
**Source:** Nat Commun. 2017 Nov 3;8:1297. doi: 10.1038/s41467-017-01415-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Summary of single cell RNAseq samples. For each library is provided: single cell's name, stage, embryo number, gender, cross and the raw read number, filtered ones and percentage of mapping.

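Each line of this table is the library of a single cell and links the cell to its embryo. The embryo matters because sister cells share their parents and their stage. Of the 40 cells used here, ICM cells came from 7 embryos with 1 to 3 cells each, while 16 of the 23 E4.0 cells came from embryo 14. The mapping percentage in the table tells which libraries are poor. The numbers of X-linked genes with a ratio per cell in the table equal those counted in the values used here. Genes detected per cell were 8728 to 10132 in TE, 8524 to 11757 in ICM, 6245 to 11459 in PrE and 7695 to 10783 in Epi cells.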

File Name: Supplementary Data 2

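For each X-linked gene, the table gives when its paternal copy opens. Genes such as Atrx and Eif1ax are listed as opening in the ICM, and Rlim and Kif4 in the Epi. Hprt and Pdha1 are listed as very late, although by RNA-FISH the paper found Pdha1 reactivated in part of the E4.0 ICM cells. Escapees such as Ogt are read from the paternal copy in all classes. Applying the definitions by ratio in the Methods to the values used here gave 22 early-reactivated, 32 late-reactivated, 21 very late-reactivated genes and 38 escapees. Of these, 22, 31, 20 and 33 carry the same class in the table. Atrx, Cdk16, G6pdx and Pola1 fell among escapees in this rebuilt list, because no TE cell gave a value for them. For such genes the Methods turn to silence at the same stage in the earlier study, which was not used here, so the rebuilt list is incomplete on this point. Fmr1, Pdha1 and Rab9 met none of the definitions by ratio, and the Methods also let RNA-FISH set the class of some genes, which was not used here either. The published classes are used in all comparisons of classes.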

Description: Silencing gene classes Reactivation timing and allelic ratio for the 116 informative and well-expressed Xlinked genes in hybrid ICM cells (B6 x Cast cross).

File Name: Supplementary Data 3

Description: List of genes correlated or anti-correlated with X-linked gene reactivation between E3.5 and E4.0.

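A gene correlated with reactivation is high in cells with many biallelic X-linked genes, and an anti-correlated gene is low in them. Sox2 and Esrrb are of the first kind and Gata6 and Xist of the second. Of the 1998 genes in the copy used here, 1996 were found in the expression values, and Pearson's r over the 40 cells had the sign of the table in all 1996. The correlation between both sets of r, which is across genes that are not independent, was 0.987. The copy holds the genes with the lowest q values, whose r is strong, and nearly the same cells were used, so this match was largely fixed beforehand. The paper used 42 cells, and 2 TE cells of the reverse cross are not among the 40. For Xist, r was -0.620 here, and the paper's value is -0.574.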

How the deposited data were processed for this re-analysis (not part of the article)

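RNA of 40 single cells from female mouse blastocysts of a C57BL/6J mother and a CAST/EiJ father was re-analysed. The cells came from 13 embryos. They were grouped by the class that Supplementary Data 1 gives them, as E3.5 TE, E3.5 ICM, E4.0 PrE or E4.0 Epi. The paper set these classes from the stage and the lineage factors of the cells. The TE cells and 3 ICM cells were made for an earlier study of the same authors. TE cells of the reverse cross, which the paper also used in its correlations, were not used here.

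The counts were made by the authors with TopHat2 2.1.0 on mm10 and HTSeq 0.6.1 after removal of low-quality reads, and no normalization had been applied to them before deposit. The allelic ratios are fractions made by the authors as paternal reads divided by paternal plus maternal reads, over variants filtered with SNPsplit, with a minimum of reads per variant and per gene that the methods give. The fractions came without read counts, so no interval can be given for them. The RPRT values are a signal that the authors normalized before deposit to the retrotranscribed length of each transcript and to the depth of the library. The count, fraction and signal values covered 24499, 11909 and 17280 genes, with 357 X-linked genes among the fractions. All 40 cells matched a column in each of them. No pair of cells had identical counts, and the highest correlation between cells was 0.884. The reference annotation was of GRCm38, the same build as mm10.

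The embryo was taken as the replicate. Raw counts were summed into 15 sums of embryo and class, with totals from 5462656 to 71761691. They were analysed in R 4.3.3 with edgeR 4.0.16 (filter by class, TMM, quasi-likelihood F test, all classes in the same fit), with limma 3.58.1 and DESeq2 1.42.0 as alternatives, and 12599 genes were tested. The thresholds were an adjusted p (Benjamini-Hochberg) of 0.05 for genes and lists. Epi cells were compared with PrE cells and ICM cells with TE cells, and a further fit took the mean percentage of biallelic X-linked genes of each sum as a numeric covariate. Embryo 4 gave TE and ICM cells and embryo 14 gave PrE and Epi cells, so embryo was fitted as a random replicate block in an alternative, with a correlation within blocks of 0.197 (0.234 in the fit of the percentage). For ICM against TE cells, 100 splits of the sums were refitted. The pipeline was tested on simulated data in which 200 genes were changed.

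The 15 gene lists covered epiblast and pluripotency, primitive endoderm, trophectoderm, FGF and ERK response, PRC2 and H3K27 demethylases, PRC1, H3K9 methylation, DNA methylation, Xist RNA effectors, the Myc family, cholesterol synthesis, glycolysis, DNA replication licensing, stress and immediate early genes, and apoptosis. They were written before the values were seen. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry.

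A gene counted in a cell when its RPRT was above 4 and it had an allelic ratio, and it was called biallelic above 0.20. Genes of a class needed a ratio in at least 25% of its cells and in at least 2 cells, or 1 for TE. Percentages per cell were averaged per embryo and compared by exact two-sided permutation tests. These tests took no account of embryos 4 and 14 each giving cells to both classes of a comparison. Properties of gene classes were compared with 100000 permutations. Correlations over single cells describe the data and carry no p. These steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For distances between cells, which used the 1000 most variable genes, rlog values were computed from the counts. The rlog function of DESeq2 did not converge for 3941 of 11957 genes, and its values for such genes changed with the type of processor. Its penalised likelihood was therefore solved to the optimum for all genes, with the size factors, dispersions and prior of DESeq2. This took the place of the planned form after the values of that form had been seen.

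The rule for named genes took every gene the paper names, for each fit up to 10 genes with the largest rise and up to 10 with the largest fall among those that passed, up to 4 members of each list with the lowest p, and in each class of reactivation the 3 genes with the largest and the 3 with the smallest difference between Epi and PrE cells. The classes and their ratios in Supplementary Data 2 had been seen when the rule was written. X-linked genes outside the published list and imprinted autosomal genes were picked later.

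Alternatives changed the test, scaling, filter on low counts, replicate block, samples in the fit, series of origin, cells with fewer than 70% of reads mapped, weight of each cell, limits on ratio, RPRT and share of cells, the average over cells, the gene set and the number of variable genes, and left out each embryo in turn. Values of some single genes are not reported here. The autosomal control was added after the data were seen and before its result was known. The Xist relation in cells made for this paper alone was added after the pooled value was seen. The ontology analysis and all imaging of the paper were not analysed here.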

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

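The comparison with autosomal genes was chosen after the data were seen, though before its own result was known, and the other tests of this part were set beforehand.

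X-linked genes outside the paper's list, which the paper does not discuss, also had paternal transcripts in Epi cells. Of 52 such genes with a ratio in at least 3 Epi cells, 42 (80.8%) had a mean above 0.20, against 9 of 50 (18.0%) in PrE cells, 28 of 71 (39.4%) in ICM cells and, from at least 2 cells, 1 of 9 (11.1%) in TE cells. Of the 18 genes measured in both E4.0 classes, 14 were above 0.20 in Epi cells and 6 in PrE cells, but only 10 had a higher ratio in Epi cells, and this difference was not tested. Fthl17f, a member of a family of similar gene copies on the X chromosome, had a ratio of 1.000 in 3 PrE cells, 0.755 in 2 ICM cells and 0.706 in 4 Epi cells. The autosomal gene Sfmbt2, which is imprinted in early embryos, had a ratio of 1.000 in Epi, 0.999 in PrE and 1.000 in ICM cells. In 20 groups of samples searched for a sample far from the others, 0 passed the limit, where 1 is the number that chance gives.

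ICM cells had more biallelic X-linked genes than TE cells, by 16.3 percentage points per embryo, and none of the technical explanations tested could be excluded. The series of origin stays open. All TE cells belong to the earlier study, where the difference from its 3 ICM cells was 12.5 percentage points (exact permutation p = 0.2), and 2 of these ICM cells lay above the highest TE cell (35.6%), in a range of 28.8% to 37.2%. Depth stays open, since the percentage had a rho of 0.418 with the total count within the 14 ICM cells; that TE totals lay within the range of ICM totals had been set as evidence against depth, but this bound was wrong, because only 2 ICM cells were no deeper than the deepest TE cell and their 22.1% and 28.8% lay below the highest TE cell. Loss of an allele in amplification stays open too, as biallelic autosomal genes were 6.65 percentage points more frequent in ICM cells (standard error 4.48), which is not clearly below the limit of 8.13 set for it. The difference between the ICM and TE lineages is the biological explanation of the design and is likewise open.

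Epi cells had more biallelic X-linked genes than PrE cells, by 27.7 percentage points per embryo. The tables argue against loss of the paternal allele in amplification as the cause, because autosomal genes above 0.20 differed by 1.31 percentage points (standard error 1.88), far below the limit of 13.8. Loss of the maternal allele is not seen by this control. Poor libraries do not account for the difference within embryo 14, where PrE cells without those of low mapping had at most 33.0% and Epi cells at least 44.1%. Reactivation with the Epi lineage may explain the difference, but it rests on 2 Epi embryos, and the classes were set from lineage markers in the same cells. Depth was looked at only afterwards and without a test. Within embryo 14, total counts were 9257743 to 12689903 in PrE cells without those of low mapping and 6013161 to 11236299 in Epi cells. As a set, these PrE cells were not shallower, which argues against lower depth as the cause in this embryo. Depth was not weighed for the other embryos.

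PrE cells had fewer biallelic X-linked genes than ICM cells, by -5.78 percentage points per embryo (exact permutation p = 0.3). Without the 4 cells of low mapping, the difference was -6.55 (standard error 3.81), so it did not shrink. Those cells therefore did not produce the difference seen in these embryos. The limit of -2.89 lies within its spread, so beyond these embryos poor libraries cannot be excluded. Autosomal genes differed by -3.17 percentage points. Without embryo 11, a single ICM cell, the X-linked difference was -3.28. Silencing in the PrE after reactivation in the ICM stays an open explanation from these percentages.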

How the results depend on the processing

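The Xist relation in cells made for this paper alone was chosen after the pooled value was seen, and the rlog fit for distances was replaced after its values were seen; the other alternatives below were set before the data were examined. Only 2 Epi, 3 PrE and 3 TE embryos limit every comparison, and for each changed value below the cause was not tested, except that fewer embryos raise the smallest p.

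For log2 fold changes of named genes, 177 of 206 alternatives kept direction and side of the threshold for Epi against PrE cells (29 passed newly), 456 of 636 for ICM against TE cells (7 passed newly, 173 no longer passed) and 506 of 618 for the slopes with the percentage (32 passed newly, 73 no longer passed, 7 turned). The percentages of biallelic genes kept direction in all alternatives of all 4 comparisons. PrE against ICM stayed between -7.87 and -3.28 and Epi against PrE between 25.8 and 29.7 when embryos were left out. ICM against TE cells was 15.4 (p = 0.0583, exact permutation) at RPRT above 1 and 12.5 (p = 0.2, exact permutation) within the earlier series, and 10.1 (without embryo 2) to 23.2 (without embryo 5) when embryos were left out. Its unadjusted p rose above 0.05 without embryos 2, 4 (17.0), 8, 9, 12 or 13. Epi against ICM cells stayed between 20.3 and 24.4, and the unadjusted p was above 0.05 without embryo 14 (21.7) or 17 (22.0), each with p = 0.125 (exact permutation). Neither comparison had passed after adjustment (0.0833 each).

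Biallelic genes per class moved in TE to 31.1% when 50% of the cells were required, in PrE cells to 35.3% and in Epi cells to 68.97% with the median over cells, and in Epi cells to 85.3% with a ratio above 0.15. Without embryos, they ranged from 15.9% to 23.4% in TE, 47.7% to 52.8% in ICM, 43.2% to 47.3% in PrE and 78.2% to 78.8% in Epi cells. Rebuilt classes held 13 early, 20 late and 12 very late genes when 50% of the cells were required, and 32 very late genes and 25 escapees with the median. Without embryo 14, no classes could be rebuilt. Without embryos, they held 19 to 26 early, 30 to 36 late, 20 to 23 very late genes and 34 to 40 escapees. The rho of Xist with the percentage was -0.321 (exact permutation p = 0.498) for ratios of 0.15 to 0.85 and -0.829 (exact permutation p = 0.0583) in cells of this paper. Without embryos it ranged from -1 to -0.657, and it no longer passed without embryos 4, 8 or 11 (-0.657 each) or 9, 12 or 13 (-0.829 each).

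Distances between cells moved with the transformation and the gene set. With rlog values as DESeq2 returned them, the planned form before the fit was solved to convergence, they were 0.442 in ICM, 0.493 in PrE and 0.516 in Epi cells within embryos, and 0.516 in TE, 0.548 in ICM, 0.560 in PrE and 0.557 in Epi cells between embryos. With log2(CPM + 1), they were 0.523 in ICM, 0.505 in PrE and 0.496 in Epi cells within embryos, and 0.659, 0.624 and 0.547 between them. With 500 genes, they were 0.377 in ICM, 0.313 in PrE and 0.357 in Epi cells within embryos, and 0.504, 0.399 and 0.409 between them. With 2000 genes, they were 0.405, 0.433 and 0.455 within embryos, and 0.492, 0.498 and 0.477 between them. With the lineage lists, they were 0.177 in ICM, 0.115 in PrE and 0.0934 in Epi cells within embryos, and 0.162 in TE, 0.291 in ICM, 0.152 in PrE and 0.117 in Epi cells between them.

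Genes changed between Epi and PrE cells numbered 415 with DESeq2, 13 without a filter, 229 with limma-voom, 311 with the replicate block, 67 with only these classes, and 0 without any of the 4 embryos in edgeR. Between ICM and TE cells they numbered 2749 with DESeq2, 323 with limma-voom, 350 with the replicate block, 179 with only these classes, 8 within the earlier series and 353 with ICM cells of this paper. Without embryos they ranged from 159 (without 5) to 971 (without 2), with 809 (4), 211 (8), 258 (9), 199 (10) and 333 (12) for the others that moved by over 1.5 times. Genes associated with the percentage numbered 986 with DESeq2, 678 without a filter, 12 with the stricter filter, 241 with limma-voom, 265 with the replicate block, 0 within 7 ICM sums (edgeR), 0 with class as a covariate (edgeR) and 181 over genes that are not escapees. Without embryos they ranged from 35 (without 4) to 244 (without 5), with 46 (2), 172 (14) and 206 (17).

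For gene lists, adjusted p with camera at an estimated correlation were, for Epi against PrE cells, 0.165 for cholesterol synthesis, 0.476 for DNA replication licensing, 0.242 for glycolysis, 0.0647 for H3K9 methylation and 0.0592 for PRC2; for ICM against TE cells, 0.548 for DNA replication licensing and for stress genes, 0.309 for epiblast and for FGF response, and 0.597 for primitive endoderm; and for the percentage, 0.0603 for DNA replication licensing, 0.0742 for H3K9 methylation and for trophectoderm, and 0.583 for primitive endoderm. Fry asks whether a list changed at all, whereas camera sets it against the other genes, so their p and directions need not match. With fry they were, for Epi against PrE cells, 0.206 for cholesterol synthesis and for DNA replication licensing and 0.217 for glycolysis; for ICM against TE cells, 0.0849 for DNA replication licensing, 0.0550 for epiblast, 0.0521 for FGF response, 0.372 for primitive endoderm and 0.326 for stress genes; and for the percentage, 0.427 for primitive endoderm and 0.0225 for PRC2, which passed in this test. The direction turned with fry, without a call on either side, for apoptosis (0.874) and stress genes (0.874) between Epi and PrE cells, for apoptosis (0.653), cholesterol synthesis (0.676) and Xist effectors (0.189) between ICM and TE cells, and for apoptosis (0.702), cholesterol synthesis (0.969), stress genes (0.823) and Xist effectors (0.628) with the percentage.

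Slopes that turned, without passing, were those of Pou5f1 (-0.026 within ICM sums, -0.32 with class as a covariate), Jmjd1c (-0.039 and -0.16) and Mycl (-0.19 without embryo 2, -0.18 without 4 and -0.11 without 8, in a range up to 2.23 without 14). The r over cells of Kif4 became -0.00766 and that of H2afy2 -0.00416 without the cells of low mapping.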

Differences from the paper's values

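No value that the paper states differed from the value computed here by both the replicate error and a factor of 1.5. The values set beside those of the paper were, for the share of biallelic X-linked genes, 20.0%, 52.3% and 78.4% in TE, ICM and Epi cells, against the paper's 21%, 51% and 77%. With Xist and the other genes of the published table, 18 of 86 TE genes were biallelic, the paper's own count. When a ratio below 0.85 was also asked for, 55 ICM genes and 89 Epi genes were counted, which are the paper's counts. The correlation of Xist with the percentage over cells was a rho of -0.621, against the paper's -0.47, a difference within 2 jackknife standard errors over embryos (0.215). The paper's value covers 42 cells and took cells as replicates.

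The paper describes the ICM as more heterogeneous than the E4.0 classes, and the distances here did not show this throughout. Over the 1000 most variable genes, cells of the same embryo lay about as far apart in the ICM (0.390) as in the PrE (0.383) or Epi (0.414), and the order changed with the alternative. They lay nearer in the ICM with rlog values as DESeq2 returned them, the form planned before the data were seen (0.442, 0.493 and 0.516) and with 2000 genes (0.405, 0.433 and 0.455), and farther apart in the ICM with log2(CPM + 1) (0.523, 0.505 and 0.496) and with 500 genes (0.377, 0.313 and 0.357). Cells of different embryos lay somewhat farther apart in the ICM (0.50) than in the PrE (0.461) or Epi (0.446), also with log2(CPM + 1) (0.659, 0.624 and 0.547) and with 500 genes (0.504, 0.399 and 0.409), but not with rlog values as DESeq2 returned them (0.548, 0.560 and 0.557), and with 2000 genes (0.492, 0.498 and 0.477) not farther than in the PrE. Over the lineage lists, ICM cells lay farther apart in both kinds of pairs, which the split of E4.0 cells by such genes favours.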

Other observations

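No test in this part was chosen after its result was seen, but the imprinted genes and the X-linked genes outside the paper's list were chosen after the data were seen.

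Trophectoderm genes were lower in ICM than in TE cells as a list, and single genes of pluripotency and growth factor signalling were higher. The paper classed cells partly by lineage factors in the same cells, so differences in such genes are not independent of the classes. Of 20 trophectoderm genes, 8 fell and 0 rose over all genes in edgeR (13 lower and 1 higher when adjusted over the list alone), and the call of camera (adjusted p = 2.8e-17) held with an estimated correlation (adjusted p = 0.00318). The tight junction gene Cldn4 was at 3346 ± 2106 CPM (SD, n = 3 embryos) in TE and 127 ± 128 CPM (n = 7) in ICM cells, with a log2 fold change of -4.72 (standard error 0.79, adjusted p = 0.00527). The keratin gene Krt8 (-4.53, adjusted p = 0.0208) and the transcription factor genes Cdx2 (-6.18, adjusted p = 0.0249) and Eomes (-4.26, adjusted p = 0.0249) fell as well. Of 23 epiblast and pluripotency genes, 5 rose (11 when adjusted over the list alone). Esrrb was at 1.91 ± 2.49 CPM in TE and 212 ± 93.6 CPM in ICM cells (log2 fold change 6.85, adjusted p = 0.00364), and Tdh (7.61, adjusted p = 0.0142) and Tdgf1, a co-receptor of Nodal (5.16, adjusted p = 0.0343), rose too. Of 15 genes of the FGF and ERK response, 2 rose (6 higher and 1 lower when adjusted over the list alone), among them Etv5 at 1.75 ± 2.62 CPM in TE and 245 ± 176 CPM in ICM cells (7.21, adjusted p = 0.00527). Of 22 primitive endoderm genes, 3 rose (7 when adjusted over the list alone), among them Sparc (5.22, adjusted p = 0.0481) and Aqp8 (4.40, adjusted p = 0.0399). The calls of camera for the epiblast (adjusted p = 0.000156), FGF (0.0378) and primitive endoderm lists (0.0157) were lost with an estimated correlation (adjusted p = 0.309, 0.309 and 0.597). The X-linked deubiquitinase gene Usp9x rose from 0.359 ± 0.210 to 98.6 ± 62.9 CPM (8.16, adjusted p = 0.00333), and Rin3, a regulator of endocytosis, fell from 165 ± 121 to 0.237 ± 0.609 CPM (-9.28, adjusted p = 0.0109).

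Genes of DNA replication, chromatin and metabolism changed singly. Of 19 genes of DNA replication licensing, 2 rose in ICM over TE cells (4 when adjusted over the list alone), namely Orc1 (5.94, adjusted p = 0.0293 from edgeR) and Mcm3 (3.15, adjusted p = 0.0487). The call of camera (adjusted p = 0.00970) became an adjusted p = 0.548 with an estimated correlation. With the percentage of biallelic genes, 0 of them passed over all genes and 6 were higher when adjusted over the list alone. Of 17 glycolysis genes, Ldha rose (5.11, adjusted p = 0.0441) while Tpi1 (-3.59, adjusted p = 0.00333) and Pgk1 (-2.50, adjusted p = 0.0307) fell, and camera made no call (adjusted p = 0.193). Of 20 cholesterol synthesis genes, 2 fell over all genes (2 higher and 3 lower when adjusted over the list alone). Of 13 stress and immediate early genes, Fos fell (-6.02, adjusted p = 0.0370; 4 lower when adjusted over the list alone). The call of camera for lower stress genes (adjusted p = 0.0450), against a list median of 0.69 on the log2 scale, was lost with an estimated correlation (adjusted p = 0.548). Of 13 apoptosis genes, 0 passed in edgeR over all genes or over the list alone. Of 12 DNA methylation genes, Dnmt1 rose (3.86, adjusted p = 0.0403), of 19 PRC1 genes Bcor rose (6.22, adjusted p = 0.0267), and of 18 Xist effector genes Wtap fell (-2.22, adjusted p = 0.0343). The calls of Sparc, Mcm3, Ldha, Aqp8 and Dnmt1 were made in 7, 8, 8, 9 and 9 of 20 alternatives.

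In all, 533 genes differed between ICM and TE cells in edgeR, 269 higher and 264 lower, 350 in limma-voom with embryo as a random replicate block and 2749 in DESeq2. When single embryos were left out, the number in edgeR ranged from 159 to 971. Of 100 splits of the 10 sums, the real one included, 1 gave as many changed genes, and the highest of the others gave 5. The paper classed cells partly by lineage factors in the same cells, which favours the real split. All TE sums also belong to the earlier study, so no conclusion on chance is drawn from the splits. Within the earlier series alone, 3 sums against 3, 8 genes passed. There Rin3 still passed (-13.63, adjusted p = 0.0110), while Cldn4 (-4.13, standard error 0.90, adjusted p = 0.0558) and Esrrb (5.70, standard error 1.88, adjusted p = 0.287) kept most of their fold change without passing.

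Among X-linked genes outside the paper's list, Eras, which encodes a Ras protein of embryonic stem cells, had a ratio of 0.497 in 10 Epi cells. Slc7a3 was at 0.0741 in 6 ICM and 0.254 in 10 Epi cells, the guanine nucleotide exchange factor gene Mcf2 at 0.0138 in 6 ICM and 0.403 in 9 Epi cells, and the nuclear receptor gene Nr0b1 at 0.0129 in 3 PrE and 0.368 in 6 Epi cells. Tbc1d25 was at 0.700 in 13 ICM and 0.540 in 8 Epi cells. Tsx, next to Xist, was at 0.00397 in 3 ICM and 0.00180 in 9 PrE cells.

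Noncanonical imprinted genes depend on H3K27me3 from the mother, and a hypothesis was that their paternal bias is lost in Epi cells together with Xist. The ratio of Sfmbt2, Jade1, Smoc1, Gab1 and Slc38a4 differed between Epi and PrE cells by 0.0184 on average (standard error 0.0111 over 5 genes). In the cells measured, this argues against a loss of the size set for the hypothesis. The standard error is over genes and does not cover the spread between embryos, and Epi values came from at most 2 embryos. Jade1 was at 0.945 in PrE and 1.000 in Epi cells, and Gab1 at 0.992 and 0.995. Smoc1 was at 0.717 in 4 PrE cells and at 0.750 in 4 Epi cells of 1 embryo, with single cells down to 0.107 and 0.000. Loss of the paternal allele in amplification could give such values, so whether the bias of Smoc1 was absent there is not known. The maternally expressed gene Meg3 was at 0.0104 in PrE and 0.000 in Epi cells.

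Another hypothesis was that a gene whose paternal copy opens gives more RNA in total. The 32 late-reactivated genes had a median log2 fold change in Epi over PrE cells that lay 0.18 above that of all tested genes (standard error 0.26), with 16 higher and 16 lower, which leaves open whether their output may change. The median lay 0.36 above that of all genes for early-reactivated genes, 0.57 above for escapees and at -0.27 for very late-reactivated genes.

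H2afy, which encodes the histone variant macroH2A, was at 206 ± 84.2 CPM in ICM, 140 ± 89.9 CPM in PrE and 123 ± 16.7 CPM in Epi cells. Yy1 was at 49.1 ± 42.6, 28.9 ± 25.0 and 52.7 ± 2.04 CPM, Klf4 at 144 ± 80.7, 174 ± 128 and 222 ± 73.1 CPM and Tfcp2l1 at 357 ± 101, 70.7 ± 69.1 and 273 ± 208 CPM in these classes.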
